# Centromere-Like Regions in the Budding Yeast Genome

**DOI:** 10.1371/journal.pgen.1003209

**Published:** 2013-01-17

**Authors:** Philippe Lefrançois, Raymond K. Auerbach, Christopher M. Yellman, G. Shirleen Roeder, Michael Snyder

## Abstract

Accurate chromosome segregation requires centromeres (*CEN*s), the DNA sequences where kinetochores form, to attach chromosomes to microtubules. In contrast to most eukaryotes, which have broad centromeres, *Saccharomyces cerevisiae* possesses sequence-defined point *CEN*s. Chromatin immunoprecipitation followed by sequencing (ChIP–Seq) reveals colocalization of four kinetochore proteins at novel, discrete, non-centromeric regions, especially when levels of the centromeric histone H3 variant, Cse4 (a.k.a. CENP-A or CenH3), are elevated. These regions of overlapping protein binding enhance the segregation of plasmids and chromosomes and have thus been termed Centromere-Like Regions (*CLR*s). *CLR*s form in close proximity to *S. cerevisiae CEN*s and share characteristics typical of both point and regional *CEN*s. *CLR* sequences are conserved among related budding yeasts. Many genomic features characteristic of *CLR*s are also associated with these conserved homologous sequences from closely related budding yeasts. These studies provide general and important insights into the origin and evolution of centromeres.

## Author Summary

Centromeres (*CEN*s) are chromosomal regions essential for proper chromosome segregation through their ability to establish evolutionarily conserved protein complexes called kinetochores. During mitosis, kinetochores attach to microtubules emanating from spindle poles, thus providing the mechanism for chromosome segregation. Eukaryotes have different types of *CEN*s. Most eukaryotes have large multimeric centromeres lacking DNA sequence specificity. In contrast, the budding yeast, *S. cerevisiae*, has short punctate centromeres, comprised of specific DNA sequences. Combining chromatin immunoprecipitation and deep sequencing, we identified regions of the yeast genome that are bound by key kinetochore components; we refer to these regions as Centromere-Like Regions (*CLR*s). We found that *CLR*s can promote segregation on episomal plasmids and native chromosomes. Most *CLR*s are found in intergenic regions, close to native *CEN*s. *CLR*s resemble point *CEN*s by their short size and regional centromeres by their lack of determining DNA sequences. *CLR* sequences are conserved among related budding yeasts. Our findings indicate that, similar to other fungi and eukaryotes, *S. cerevisiae* possesses the ability to form sequence-independent centromeric structures. Establishment of centromeric elements outside regular *CEN*s, or neocentromerization, can lead to chromosome missegregation and is a hallmark of cancer cells. *CLR* formation in budding yeast provides a simple model of neocentromerization.

## Introduction

The kinetochore is a conserved proteinaceous structure that assembles on centromeric DNA and is responsible for connecting chromosomes to the spindle, thus ensuring accurate chromosome segregation. The length of centromeric DNA differs among eukaryotes, from less than one kilobase pair (kb) to several megabase pairs (Mb) [1]. This variation is most striking in fungi: whereas most fungi have large, regional centromeres spanning several kbs, the *Saccharomyces* lineage has small, punctate *CEN*s encompassing only 125 base pairs (bp) [2]. A hallmark of centromeric chromatin is the presence of the histone H3 variant CENP-A, or CenH3 [1], known as Cse4 in *Saccharomyces cerevisiae* [3]. Overproduction of human CENP-A promotes its incorporation onto non-centromeric loci and has been linked to colorectal cancer and aneuploidy [4]. In *S. cerevisiae*, Cse4 is commonly found outside centromeres using chromatin immunoprecipitation coupled to high-throughput sequencing (ChIP-Seq) [5]. Whereas overproduction of Cse4 does not appear to be severely deleterious or lead to a decrease in cell viability in yeast [6], it can become lethal in the absence of its specific E3 ubiquitin ligase Psh1 due to massive and stable Cse4 euchromatin incorporation [7], [8].

If Cse4 accumulation at non-centromeric sites is functional, i.e. imparts centromere-like activity, then additional kinetochore proteins should also be present. To investigate this possibility, we generated genome-wide binding profiles using ChIP-Seq to characterize four epitope-tagged kinetochore proteins, comparing a wild-type strain with normal levels of Cse4 (WT) to a strain overproducing Cse4 (Cse4 OP). Our ChIP-Seq data indicate recruitment of all tested kinetochore proteins to discrete sites outside *CEN*s, termed Centromere-Like Regions (*CLR*s). We showed that cloned *CLR*s can help the segregation of a *CEN*-less episomal plasmid and that endogenous *CLR*s can promote accurate segregation of a chromosome bearing an inactivated centromere. We found that most *CLR*s are found in larger than average intergenic regions and lie in close proximity to *S. cerevisiae* centromeres. Other genomic features associated with *CLR*s include a weak association to autonomously-replicating sequences (*ARS*; yeast origins of DNA replication) and an increased level of “AT” nucleotides over a short stretch of DNA. We observed sequence conservation of *CLR*s with members of the *Saccharomyces sensu stricto* and other budding yeasts carrying point *CEN*s, but not with other yeasts and fungi bearing larger, regional *CEN*s. Our results have implications for the origin and evolution of centromeres since *CLR*s might constitute evolutionary remnants from regional *CEN*s.

## Results/Discussion

### Identification of *CLR*s using ChIP–Seq

ChIP-Seq data were generated for four epitope-tagged kinetochore proteins: Cse4 (CenH3), the outer kinetochore protein Ndc80 (Hec1), and the inner kinetochore components Mif2 (CENP-C) and Ndc10 (Cbf2). 

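The ChIP-Seq libraries analysed here hold Myc-tagged Mif2, Ndc10 and Ndc80 from WT and from Cse4 OP, and HA-tagged Cse4 from Cse4 OP, with 2 libraries each. ChIP-Seq sequences the DNA that precipitates with an antibody, so that reads pile up where the tagged protein was bound. Each set was compared with an immunoprecipitate from an untagged strain, and each of these controls is 1 pooled library without replicates. The anti-Myc control held 1900606 reads in WT and 8364148 in Cse4 OP, and the anti-HA control of Cse4 OP held 4126223. Cse4 in WT was published earlier, and its reads were not analysed here. WT cultures were grown in glucose and Cse4 OP cultures in raffinose and galactose, so strain and carbon source change together in every comparison of Cse4 OP with WT. The authors listed each uniquely mapped read with its position in the sacCer2 build. Reads were counted over each site after their starts were shifted downstream by 100 bp, to the middle of a 200-bp fragment, and were scaled to the mapped reads of the library as RPM. Enrichment is this RPM value divided by that of the matching control. The WT libraries were the smaller ones, with a mean of 295522 reads for Mif2, 852250 for Ndc10 and 568839 for Ndc80. In Cse4 OP the means were 2275476, 2514368 and 3396218 reads, and 2569370 for Cse4. The SDs given below are those of the 2 libraries, and intervals cover counting error only, since PCR copies of a fragment cannot be told from separate molecules.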

We compared a wild-type strain with normal levels of Cse4 (WT) to a strain overproducing Cse4 from the Gal1–10 promoter (Cse4 OP), with at least a 3-fold increase in Cse4 protein levels in Cse4 OP as measured by Western blots (Figure S1; Cse4 with 3HA epitope as an internal tag). All proteins were tagged at their native locus and were the only copies present in the haploid cell. At least two biological replicates were examined per tagged strain, and these were compared to a matched control representing an immunoprecipitate from an untagged strain [9]. 

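For each library the authors scored candidate regions with PeakSeq, an algorithm that sets the reads of a region, extended to 200 bp, against the control reads scaled to that library. Each region carries its reads, the scaled control reads, their ratio and a q-value adjusted over the regions. These ratios and differences are the authors' scores and were used here only to describe, rank and filter regions within a list. At a q-value below 1e-5, between 17 and 26 regions were called per WT library. In Cse4 OP the replicates gave 119 and 334 regions for Mif2, 185 and 241 for Ndc10, 107 and 85 for Ndc80, and 1529 and 1592 for Cse4. The q-value was exactly 0 in 886 regions of these lists and of the lists without SCM3, and above 0 in 17139. A binomial test on the deposited reads and scaled control reads, adjusted by the Benjamini-Hochberg method, gave a q-value of 1e-5 or more to some regions listed at 0. For Ndc80 in Cse4 OP these were 28 of the 107 regions in replicate 1 and 26 of the 85 in replicate 2.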

Regions of significant binding were identified with the PeakSeq algorithm using a stringent q-value threshold of 10^−5^ [10], [11] and further filtered to remove regions of poor enrichment.

Consistent with the presence of sequence-defined point centromeres in *S. cerevisiae* [2], Cse4, Mif2, Ndc10 and Ndc80 bind very strongly to *CEN*s in WT and Cse4 OP strains (Figure 1A and Figure S2). 

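Reads were counted in the 500 bp around the midpoint of each of the 16 centromeres. The midpoints were derived from the distances in Table S1 and checked against the CDEI and CDEIII motifs in a reference rebuilt from perfectly matching reads, which were found at 12 centromeres. CEN11 lay 354 bp from its motif and the others at most 9 bp, and the motif's midpoint (chromosome 11, position 439834) was used. In WT the mean enrichment over the 16 centromeres was 69.9 ± 18.5 for Mif2 (SD, n = 2), 36.7 ± 2.44 for Ndc10 and 8.52 ± 3.93 for Ndc80. In Cse4 OP it was 19.5 ± 0.856 for Cse4, 70.8 ± 7.94 for Mif2, 72.3 ± 8.37 for Ndc10 and 6.97 ± 0.841 for Ndc80. Relative to their mean, the Ndc80 replicates of WT differed most, at 5.74 and 11.3. Every centromere exceeded an enrichment of 2 in both replicates of each set. CEN6 (chromosome 6, midpoint 148569) was the lowest in each set, down to 2.13 for Ndc80 in Cse4 OP. CEN13 (chromosome 13, midpoint 268090) was the highest in every set but 1, up to 156.2 for Mif2 in Cse4 OP, the exception being Ndc10 in WT, where CEN4 was the highest. When reads with the same start and strand were counted once, the means fell most for Ndc10 in Cse4 OP, to 12.9.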

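The width of the kinetochore signal was measured as the methods define it, as the length within a 4-kb region where the mean RPM signal was at least 2 times the control signal. The mean was taken over Mif2, Ndc10 and Ndc80, the proteins with libraries from both strains, with replicates pooled per protein. Over the 16 centromeres the width was 1678 ± 366 bp in WT (SD over centromeres) and 1738 ± 297 bp in Cse4 OP. The mean difference of 60.6 bp did not exceed chance in a two-sided exact paired permutation test (p = 0.633), and 10 of 16 centromeres were wider in Cse4 OP. At CEN2 (chromosome 2, midpoint 238265) the width changed from 1792 to 2002 bp, at CEN5 (chromosome 5, midpoint 152046) from 2374 to 2344 bp, and at CEN10 (chromosome 10, midpoint 436366) from 1055 to 2245 bp. At CEN14 (chromosome 14, midpoint 628817), named here because it fell the most, the width went from 2101 to 1187 bp. The ratio that defines the edge moved the result most: at a ratio of 1.5 the difference was 359.9 bp (same exact test, p = 0.00378), and at a ratio of 3 it was 45.9 bp (p = 0.578). Without replicate 1 the difference was -32.1 bp, and without replicate 2 it was 159.6 bp. The proteins did not change alike. The Ndc10 domain widened by 420.8 bp (p = 0.000488, wider at 14 centromeres), the Ndc80 domain changed by -254.9 bp (p = 0.0434, wider at 5) and the Mif2 domain by -101.2 bp (p = 0.411, wider at 7), each in the same exact test. Depth also moved the widths. With every library thinned to the smallest, an alternative chosen after seeing the data, the mean widths were 2194 bp in WT and 2216 bp in Cse4 OP. Single proteins were not compared at equal depth, so the smaller WT libraries may add to their WT widths.

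**Figure D1:**
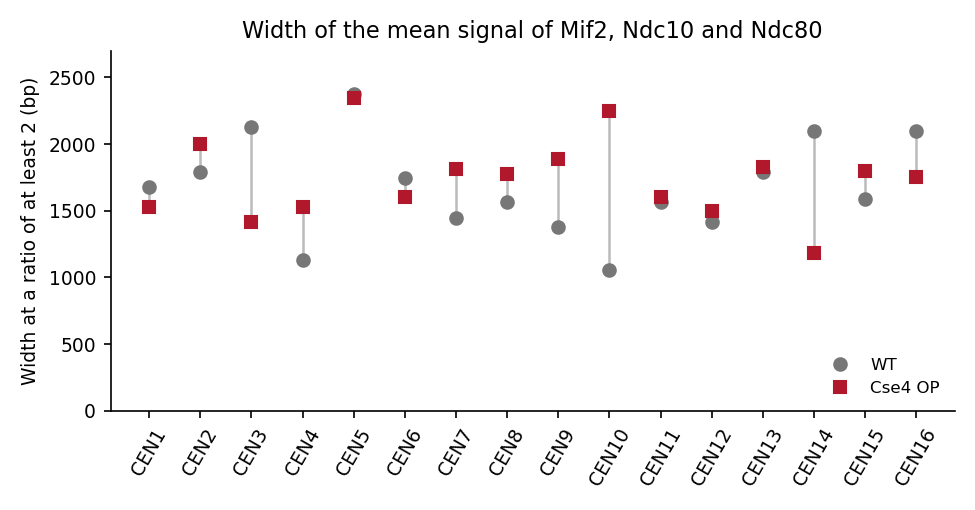
Width in bp of the mean Mif2, Ndc10 and Ndc80 signal at each of the 16 centromeres in WT (circles) and in Cse4 OP (squares), with a line joining the values of a centromere. CEN10 rises from 1055 to 2245 bp and CEN14 falls from 2101 to 1187 bp.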

Overproduction of Cse4 generates a broader ChIP-Seq signal for kinetochore proteins at some centromeres, which is particularly apparent in aggregated signal plots around *CEN2*, *CEN5* and *CEN10* (Figure 2A and Figure S2; P = 0.03; paired t-test) and is consistent with ChIP-qPCR data from *S. cerevisiae* [12]. A similar pattern has been observed in the pathogenic budding yeast *Candida albicans*, where Cse4 overproduction is associated with the presence of extra kinetochore proteins and microtubules at *CEN*s [13].

**Figure 1:**
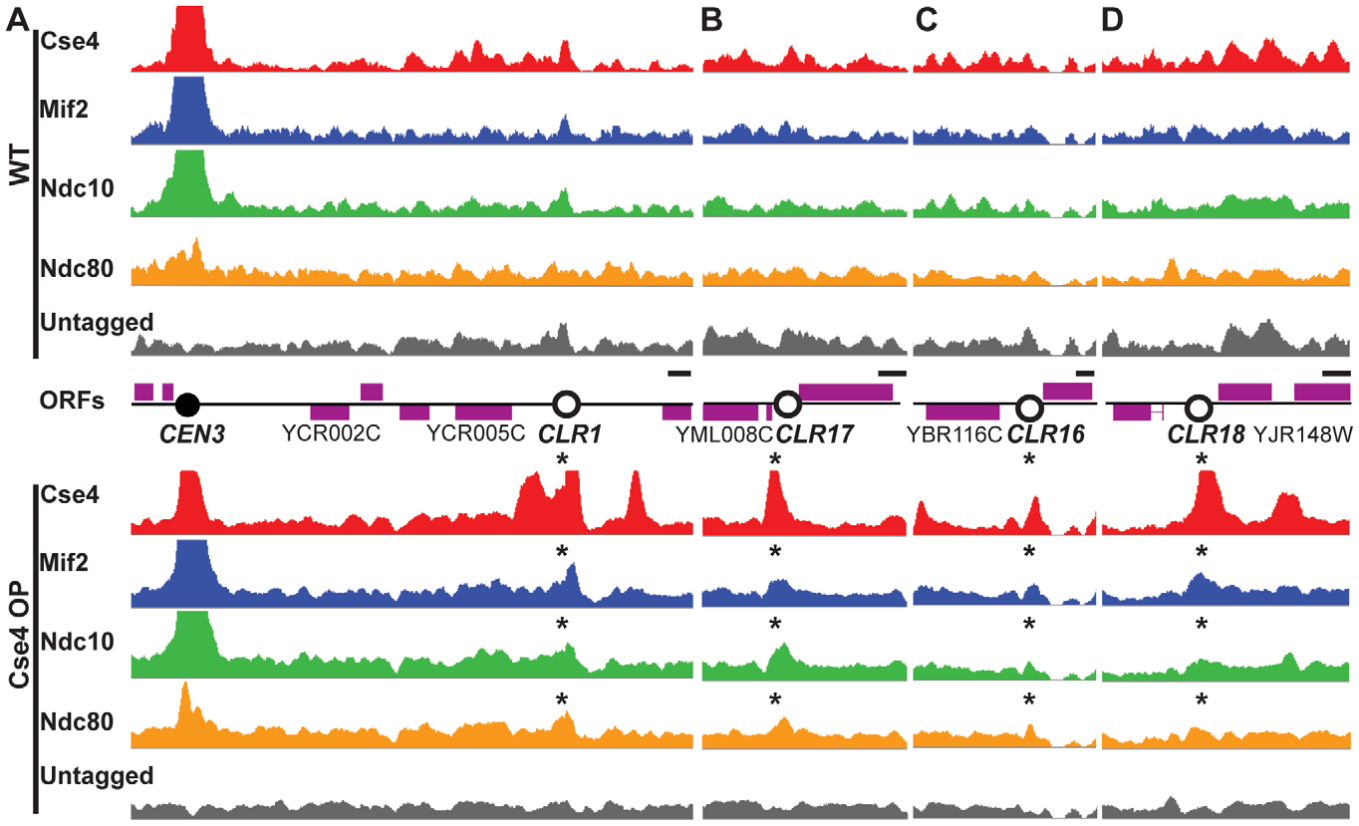
Formation of Centromere-Like Regions revealed by ChIP–Seq. Cse4 (red), Mif2 (blue), Ndc10 (green) and Ndc80 (orange) bind to the same discrete regions outside centromeres in Cse4 OP (bottom panels), but not in WT (top). (A–B) Highest-confidence sites are *CEN*-proximal; examples include *CLR*s 9 kb away from *CEN3* (A), and 15 kb from *CEN13* (B). Asterisks above signal tracks denote location of *CLR*s. (C–D) A few sites are far from *CEN*s; examples include *CLR*s 239 kb away from *CEN2* (C) and 267 kb from *CEN10* (D). Signal tracks are scaled relative to the number of uniquely-mapping reads. Control samples (immunoprecipitates from untagged strains) are shown in grey. Open reading frames (ORFs) are depicted by purple boxes. Horizontal scale bars represent 0.5 kb.

**Figure 2:**
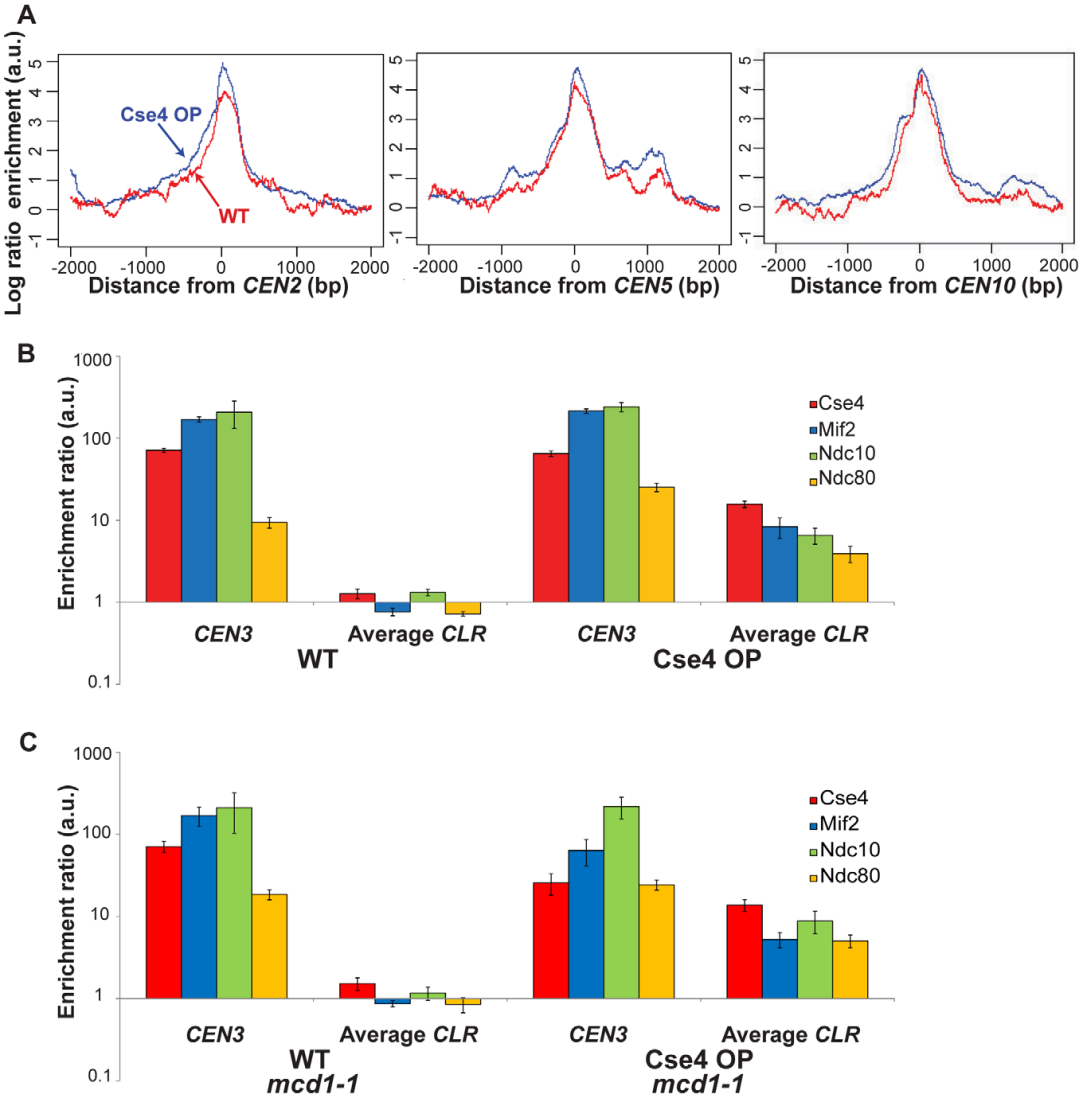
Quantitation of protein binding in Cse4 OP strains. (A) Kinetochore proteins show a broader distribution at centromeres when Cse4 is overproduced. Shown is ChIP-Seq signal for kinetochore proteins in Cse4 OP (blue) compared to WT (red) at *CEN2* (left), *CEN5* (middle) and *CEN10* (right). Aggregated signal plots depict the log ratio of read enrichment for four kinetochore components, centered at the *CEN*, on log 2 scales. (B) ChIP-qPCR confirms the presence of kinetochore proteins at *CLR*s in Cse4 OP, not in WT. Individual protein enrichments for 6 *CLR*s were averaged and compared to *CEN3* binding levels. Normalized enrichment ratios (means in arbitrary units (a.u.)+/−SEM) were plotted on a log 10 scale. A normalized enrichment of 1 indicates no enrichment over a negative control region not enriched for kinetochore proteins. (C) ChIP-qPCR in a cohesin-deficient *mcd1-1* background highlights *CLR* formation in Cse4 OP despite the abrogation of the pericentric intramolecular C loop. Individual protein enrichments for 6 *CLR*s were averaged and compared to *CEN3* binding levels. Normalized enrichment ratios (means in arbitrary units (a.u.)+/−SEM) were plotted on a log 10 scale.

In WT, only centromeric regions exhibit significant overlapping binding among all four tested kinetochore components (Figure 1, top). However, in Cse4 OP, several non-centromeric locations display overlapping binding, albeit to a lesser extent than native *CEN*s (Figure 1 bottom). 

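In the WT lists, each library called all 16 centromeres except replicate 1 of Ndc80, which called 15. Outside centromeres, between 1 and 9 regions per WT library were called. The ribosomal DNA site LCNCR15 was among them in all 6 libraries, and CLR23, near the end of chromosome 11, in replicate 2 of Ndc10. Overlap of the Mif2, Ndc10 and Ndc80 regions left 1 non-centromeric locus, LCNCR15, and the same overlap in Cse4 OP left 53. The binomial test was then applied to the reads at the 23 CLRs with a threshold of 1e-5, for each library against its control. In WT none of the 23 CLRs passed for Mif2, Ndc10 or Ndc80, while the 16 centromeres passed in both replicates. In Cse4 OP 23 CLRs passed in at least 1 replicate for Mif2, 23 for Ndc10 and 22 for Ndc80. The paper chose the CLRs by calls in the same Cse4 OP libraries, so passing there largely followed from the choice. The thinned counts below start from the same choice. Since the WT libraries and their control hold fewer reads, the Cse4 OP libraries and control were thinned at random to the WT numbers 20 times. A mean of 16.2 CLRs then passed for Ndc10 (range 14 to 20), 3.50 for Mif2 (range 2 to 7) and 1.35 for Ndc80 (range 0 to 3). All 3 proteins together passed at 22 CLRs before thinning and at a mean of 0.450 after it. At the depth of the WT libraries, overlapping binding of the 3 proteins at the levels of Cse4 OP was therefore rarely detectable. From the lists, the paper states that centromeres are the regions where binding overlaps in WT. It also measured 6 CLRs by ChIP-qPCR, which does not depend on sequencing depth. In WT none of the 6 bound every protein, and only Cse4 at CLR1 and Ndc10 at CLR7 passed its threshold. In Cse4 OP every protein bound at each of the 6.

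**Figure D2:**
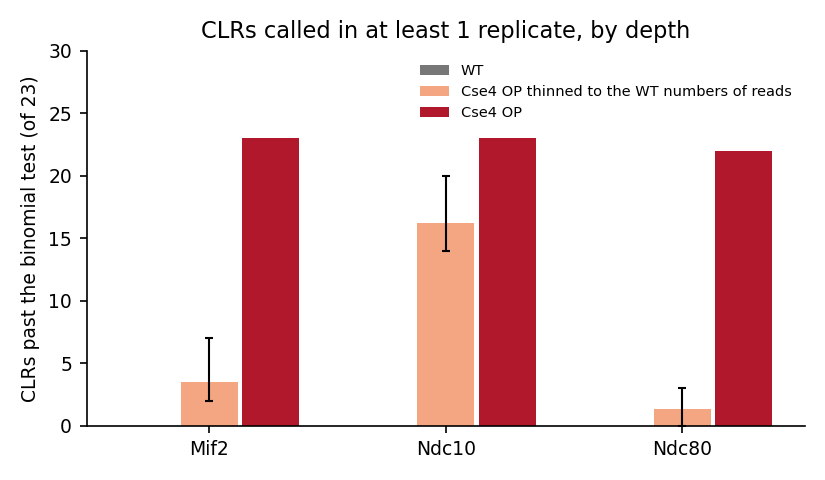
Number of the 23 CLRs (vertical axis) past a binomial test at 1e-5 in at least 1 replicate for Mif2, Ndc10 and Ndc80, in WT, in Cse4 OP thinned to the WT numbers of reads, and in Cse4 OP. Bars of thinned libraries are means of 20 thinnings, with a mean of 16.2 for Ndc10, their error bars give the lowest and highest, and the WT bars are at 0.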

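Over the 23 CLRs the median enrichment in Cse4 OP was 3.39 ± 0.280 for Cse4 (SD, n = 2), 2.12 ± 0.116 for Mif2, 2.26 ± 0.00762 for Ndc10 and 1.91 ± 0.0819 for Ndc80. In WT the medians were 1.15 ± 0.0683 for Mif2, 1.13 ± 0.149 for Ndc10 and 1.16 ± 0.136 for Ndc80. The CLRs were chosen by calls in the Cse4 OP libraries, which favours high values there. The 38 LCNCRs, the low-confidence regions of Table 1, had medians of 1.53 for both Cse4 and Mif2, 1.72 for Ndc10 and 1.42 for Ndc80 in Cse4 OP. The 1-kb bins of the rest of the genome had medians from 0.844 to 0.986 in Cse4 OP. The mean over centromeres divided by the median over CLRs was 5.75 for Cse4, 33.6 for Mif2, 32.1 for Ndc10 and 3.64 for Ndc80. The ranges of CLRs and centromeres overlapped for Cse4 and Ndc80 and not for Mif2 and Ndc10. In a single replicate the highest CLR reached 10.2 for Cse4 and 2.93 for Ndc80, against lowest centromeres of 8.98 and 2.02. The highest CLRs were CLR19 (chromosome 7, 483200 to 484000) for Cse4 at 10.0 ± 0.208, CLR12 for Mif2 at 3.75, CLR7 (chromosome 4, 1013700 to 1014300) for Ndc10 at 3.67 and CLR10 (chromosome 1, 141500 to 142000) for Ndc80 at 2.90 ± 0.0424. CLR10 was already at 2.88 ± 0.121 for Ndc80 in WT, and CLR13 was lower for Ndc80 in Cse4 OP (1.48) than in WT (1.64). The lowest were CLR5 for Cse4 at 1.55, CLR23 for Mif2 at 1.55 and Ndc10 at 1.54, and CLR7 for Ndc80 at 1.46. Scaling by the median ratio over 1-kb bins moved the Cse4 median most, to 4.01. From enrichment at CENs and at the other loci, the paper states that overlapping binding is weaker away from CENs (Figure 1).

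**Figure D3:**
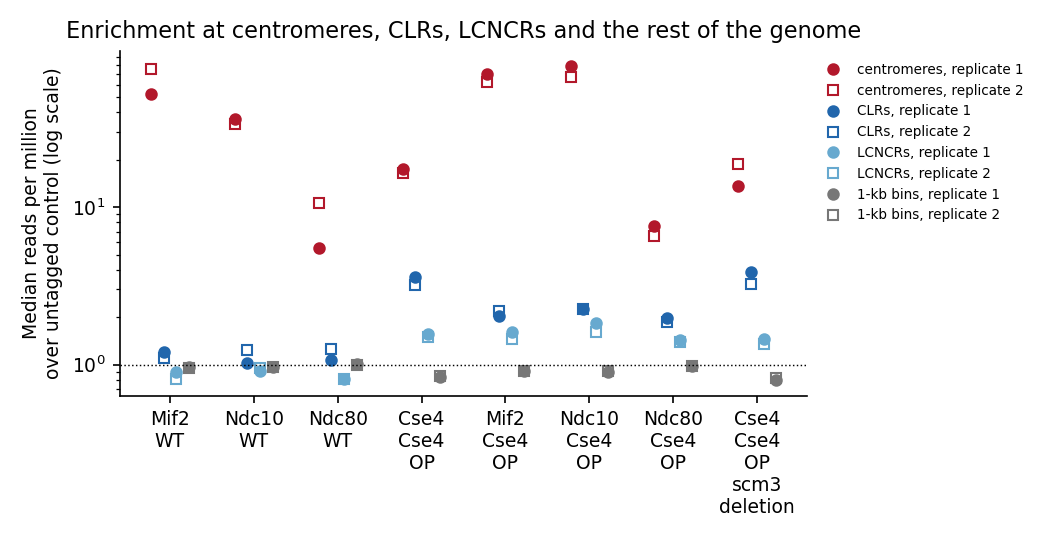
Median RPM over the untagged control (vertical axis, log scale) at centromeres, CLRs, LCNCRs and 1-kb bins of the rest of the genome, for each protein and strain and for Cse4 without SCM3; filled circles are replicate 1 and open squares replicate 2. For Mif2 in Cse4 OP, centromeres lie at 70.3 and 62.5 and CLRs at 2.04 and 2.20.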

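The untagged control itself differed between the strains at these sites. Its RPM at the 23 CLRs fell by 0.46 on the log2 scale (median) from the WT to the Cse4 OP anti-Myc control, and 20 of the 23 CLRs were lower. The 1-kb bins changed by a median of 0.01. Without division by the control, the RPM at CLRs rose from WT to Cse4 OP by medians of 0.48 for Mif2, 0.51 for Ndc10 and 0.26 for Ndc80 on the log2 scale. As enrichment, the same changes were 0.86, 1.00 and 0.72. Reads at the CLRs, LCNCRs, centromeres and 1-kb bins were compared between the 2 WT and the 2 Cse4 OP libraries of each protein by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a threshold of 0.05. For Ndc10, 16 of the 23 CLRs had more reads in Cse4 OP and 2, CLR22 and CLR23, had fewer. For Mif2 there were 4 with more (CLR4, CLR7, CLR12 and CLR13) and for Ndc80 2 (CLR4 and CLR7), with none lower in this test or by DESeq2, also at an unadjusted p under 0.05. With reads of the same start and strand counted once, CLR23 was lower for Ndc80 (edgeR adjusted p = 0.0276). Of the 38 LCNCRs, 25 had more reads for Ndc10, 11 for Mif2 and 20 for Ndc80, and 1 had fewer for Ndc10 (LCNCR33) and 1 for Ndc80 (LCNCR15). These reads are not divided by the control. At LCNCR21, LCNCR25 and LCNCR26 the anti-Myc control itself was 5.14, 5.53 and 6.21 times that of WT, so more reads there need not mean more bound protein. Over the 38 LCNCRs the control changed by a median of -0.22 on the log2 scale, and 23 were lower. DESeq2 called 18 LCNCRs higher for Ndc10, 15 for Mif2 and 14 for Ndc80. With every library thinned to the smallest, edgeR called 9, 10 and 7. Ndc10 reads also rose at 14 of the 16 centromeres, by 0.58 to 1.25 on the log2 scale, while Ndc80 reads fell at 5 (CEN2, CEN7, CEN12, CEN13 and CEN16) and Mif2 reads passed at none. These numbers at centromeres depended on single libraries: Ndc10 rose at 2 and 0 without WT replicate 1 and 2, and Ndc80 fell at 13 and 0. CLR4 and CLR7 were called for all 3 proteins. At CLR4 the log2 fold changes were 1.85 for Mif2 (edgeR adjusted p = 0.000305), 0.81 for Ndc10 (edgeR adjusted p = 0.000152) and 0.76 for Ndc80 (edgeR adjusted p = 0.0126). At CLR7 they were 1.96 for Mif2 (edgeR adjusted p = 4.99e-05), 1.41 for Ndc10 (edgeR adjusted p = 1.44e-13) and 1.19 for Ndc80 (edgeR adjusted p = 6.13e-05). Among bins simulated with a log2 fold change of 1 up or down at these depths and a fixed dispersion, the test recovered 62% of 200 for Ndc10, 61% for Ndc80 and 35% for Mif2. The Ndc10 count depended most on depth: with every library thinned to the smallest, edgeR called no CLR higher, 7 were higher at an unadjusted p under 0.05, and DESeq2 on all reads called 7.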

We termed these 23 non-centromeric loci Centromere-Like Regions, or *CLR*s (Table 1). 

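To apply the stated rule, regions of Cse4, Mif2, Ndc10 and Ndc80 called in at least 1 replicate were overlapped, and the mean PeakSeq ratio over the replicates had to pass the filters of the methods. This left 36 non-centromeric loci in Cse4 OP, besides the 16 centromeres. All 23 CLRs of Table 1 were among the 36 loci, together with 11 of the 38 LCNCRs, of which LCNCR20 and LCNCR30 fell in 1 locus. The other 3 loci are not in Table 1 and lie 631 to 1173 bp from a centromere, on chromosome 2 (237178 to 237634), chromosome 10 (434896 to 435193) and chromosome 13 (266920 to 267057). CLR1 (chromosome 3, 123200 to 124000) lies 8.8 kb and CLR7 563.9 kb from the centromere. With q-values recomputed by the binomial test, an alternative chosen after seeing the data, 33 loci remained, without CLR7, CLR13 and LCNCR7. With regions called in both replicates, 13 loci were left, of which 5 were CLRs. The visual criteria of the methods, such as low background in the untagged control, were not applied here.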

There is a strong bias towards formation of *CLRs* in close proximity to centromeres; about half lie within 25 kb of a *CEN* (P<10^−5^; randomization test), especially among those displaying high levels of protein binding (Figure 1A–1B). 

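The distance of each site to the centromere of its chromosome was measured from the nearer edge of the site to the centromere's midpoint. Of the 23 CLRs, 11 (47.8%) lay within 25 kb, against a mean of 2.03 when the sites were placed at random on their own chromosomes. None of 100000 random placements reached 11 (one-sided randomization test by permutation of positions, p = 1e-05, the smallest that these draws can give). Within 10 kb there were 6 CLRs (p = 0.00011) and within 50 kb 12 (p = 6e-05) in the same permutation of positions. The LCNCRs were also close to centromeres more often than random sites, 8 of 38 (21.1%; permutation of positions, p = 0.00405). The shares of CLRs and LCNCRs within 25 kb differed in Fisher's exact test (two-sided p = 0.0452). Of all 36 loci found by overlap here, 16 lay within 25 kb. The paper draws its bias towards centromeres from such a randomization test.

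**Figure D4:**
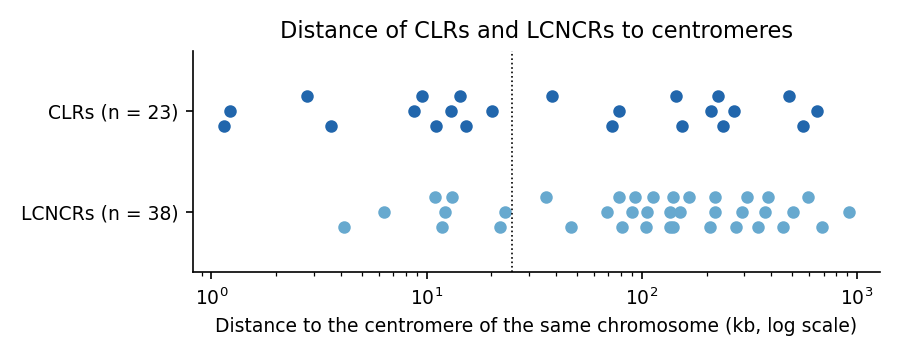
Distance of each CLR and each LCNCR to the centromere of its chromosome in kb (horizontal axis, log scale), with a dotted line at 25 kb; points are sites, spread vertically so that they can be seen. To the left of the line lie 11 of the 23 CLRs and 8 of the 38 LCNCRs.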

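The 11 CLRs within 25 kb of a centromere fell on 9 of the 16 chromosomes, with 2 each on chromosomes 8 and 13. At any distance, 14 chromosomes held a CLR. Between 25 and 100 kb from the centromere lay 3 CLRs, and 9 lay farther.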

Most chromosomes have at least one centromere-proximal *CLR*. A few *CLR*s are located far from the actual *CEN* (>100 kb distal), and, compared to *CEN*-proximal *CLR*s, these centromere-distal *CLR*s are generally associated with reduced, yet significant, occupancy of the outer kinetochore protein Ndc80 (Figure 1C–1D).

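Ndc80 enrichment was compared between the CLRs over 100 kb from the centromere and those within 25 kb, with the mean of the 2 replicates as each site's value. The mean log2 enrichment of Ndc80 was 0.90 ± 0.28 (SD over 9 CLRs) at distal and 1.01 ± 0.27 (SD over 11 CLRs) at proximal sites. The difference of -0.11 was within what chance gives (two-sided exact permutation test, p = 0.393). With the authors' PeakSeq ratio in place of reads over control, the difference was 0.17 in the other direction (exact permutation test, p = 0.368). The distal minus proximal difference was 0.19 for Cse4, 0.15 for Mif2 and -0.16 for Ndc10, and the exact permutation p of these lay between 0.347 and 0.593, before any correction for the 4 proteins. The distal CLR7 had the lowest Ndc80 enrichment of all CLRs, while the distal CLR16 (chromosome 2, 477000 to 477600) reached 2.38 ± 0.197 (SD, n = 2), which was above the proximal CLR17 (chromosome 13, 253100 to 253800) at 1.92 ± 0.0919.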

**Table 1:** Chromosomal coordinates of Centromere-Like Regions (*CLR*s) and of sites that did not pass statistical filters (low-confidence, negative control regions (*LCNCR*s)).

Site	Chromosome	Start	End
***CLR1***	3	123200	124000
***CLR2***	14	631600	632200
***CLR3***	6	221500	222200
***CLR4***	13	306300	307000
***CLR5***	9	356900	357600
***CLR6***	13	271700	272200
***CLR7***	4	1013700	1014300
***CLR8***	8	103900	104500
***CLR9***	5	140400	141000
***CLR10***	1	141500	142000
***CLR11***	8	125800	126400
***CLR12***	11	230600	231200
***CLR13***	4	465000	465800
***CLR14***	15	978300	979500
***CLR15***	11	518300	518900
***CLR16***	2	477000	477600
***CLR17***	13	253100	253800
***CLR18***	10	703200	704000
***CLR19***	7	483200	484000
***CLR20***	13	751300	751800
***CLR21***	5	305800	306400
***CLR22***	6	4600	5100
***CLR23***	11	666000	666600
***LCNCR1***	7	1000900	1001700
***LCNCR2***	6	253500	255300
***LCNCR3***	3	137600	139100
***LCNCR4***	15	159400	160400
***LCNCR5***	11	326000	327300
***LCNCR6***	7	883300	884000
***LCNCR7***	8	98300	99300
***LCNCR8***	16	550400	551900
***LCNCR9***	3	91300	92400
***LCNCR10***	7	507900	508600
***LCNCR11***	16	645600	646500
***LCNCR12***	11	163500	164600
***LCNCR13***	13	476000	477600
***LCNCR14***	5	291900	293000
***LCNCR15***	12	459700	460800
***LCNCR16***	12	232000	234500
***LCNCR17***	4	555700	556600
***LCNCR18***	15	779900	781200
***LCNCR19***	4	312700	314200
***LCNCR20***	12	370500	371000
***LCNCR21***	2	274100	281100
***LCNCR22***	13	220000	221200
***LCNCR23***	13	861100	861800
***LCNCR24***	8	451300	452700
***LCNCR25***	12	290100	292500
***LCNCR26***	11	345400	346500
***LCNCR27***	1	71700	73300
***LCNCR28***	2	373600	375800
***LCNCR29***	2	612500	614000
***LCNCR30***	12	369600	370400
***LCNCR31***	14	559200	559900
***LCNCR32***	4	600700	602200
***LCNCR33***	12	1064700	1065300
***LCNCR34***	15	29400	33900
***LCNCR35***	5	138400	138900
***LCNCR36***	4	461600	462600
***LCNCR37***	5	139000	139900
***LCNCR38***	12	837500	839300

Protein binding was validated at six different *CLR*s and at *CEN3* by ChIP-qPCR. In WT, no individual *CLR* showed significant binding (normalized enrichment ratio >2) for all four proteins (Figure 2B and Figure S3A). However, in Cse4 OP strains, binding of four kinetochore components was significant at each of six *CLR*s tested (Figure 2B and Figure S3B). Protein occupancy at *CLR*s is about an order of magnitude less than levels seen at *CEN3* (Figure 2B), confirming that *bona fide CEN*s remain the primary sites where kinetochore proteins reside in budding yeast with elevated Cse4 abundance.

Pericentric chromatin is arranged in an intramolecular C loop that extends >25 kb but <50 kb around *CEN*s [14], generating the mitotic centromere spring that balances tension at the metaphase plate from the spindle microtubules [15], [16]. This loop arrangement requires cohesin, as loss of cohesion using the *mcd1-1* allele at the restrictive temperature abrogates the pericentric loop [14]. In this C loop configuration, centromeres and sequences from proximal regions might be in close spatial proximity; a possible consequence might be that kinetochore proteins are deposited onto *CEN*-proximal *CLR*s due to crosslinking and spatial proximity. To rule out this possibility, and also to determine the dependence of *CLR* formation on the pericentric loop, we repeated ChIP-qPCR analyses but in a cohesin-deficient *mcd1-1* background. In strains with normal Cse4 levels (WT) in *mcd1-1*, results remained unchanged; no individual *CLR* showed significant binding for all four proteins (Figure 2C and Figure S4A). In strains with elevated Cse4 levels (Cse4 OP) in *mcd1-1*, binding of four kinetochore components was significant at each of six *CLR*s tested (*CEN*-proximal and *CEN*-distal *CLR*s) and did not differ greatly from strains with functional Mcd1 (Figure 2C and Figure S4B). These results suggest that formation of *CEN*-proximal *CLR*s is not a biological artefact from simply crosslinking higher-order interactions, and that an intact cohesin-dependent pericentric loop was dispensable for *CLR* formation or, at the very least, for maintenance of kinetochore components at *CLR*s.

### *CLR*s exhibit centromeric activity on plasmids and chromosomes

To determine whether *CLR*s act like centromeres, four different *CLR* sequences were tested in plasmid and chromosome segregation assays [17]. First, we asked if a *CLR* can function as a centromere on a plasmid containing an *ARS*. An *ARS*-only plasmid can replicate, but it is unstable and lost at high frequency [18], [19]. Addition of a *CEN* to an *ARS* plasmid renders it stable and efficiently transmitted to daughter cells [2]. *CLR* sequences were cloned into an *ARS* plasmid, and *ARS-CLR* plasmids (*CLR* plasmids) were compared to *ARS*-only (*ARS* plasmid) and *ARS-CEN* plasmids (*CEN* plasmid) (Figure 3A). After transformation of a Cse4 OP strain, two of the four *CLR* sequences tested (*CLR1* and *CLR15*) produced colonies of intermediate size; these were larger than those obtained from *ARS* plasmids, but smaller than those from *CEN* plasmids (Figure 3A). Other *CLR* plasmids (*CLR7* and *CLR10*) behaved like *ARS* plasmids. 

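CLR1, CLR7, CLR10 and CLR15 (chromosome 11, 518300 to 518900) were the CLRs carried on plasmids. Their mean PeakSeq ratio for Cse4 over the 2 replicates of Cse4 OP was 4.40 for CLR1, 5.71 for CLR15, 2.36 for CLR7 and 2.47 for CLR10. Over the 4 values of each pair, the mean was 5.05 (SD 0.781) for CLR1 and CLR15 and 2.41 (SD 0.170) for CLR7 and CLR10. Both members of the first pair were above both of the second, which has an exact permutation p of 0.333, the smallest that 2 sites against 2 allow in a two-sided test. The ratios belong to the called regions, which are longer than the sites of Table 1; the merged regions of the 4 proteins span 2265 bp at CLR7 and 1205 bp at CLR15. With reads counted in the sites of Table 1 and divided by the control, the enrichment was 4.69 for CLR1, 5.42 for CLR15, 4.29 for CLR7 and 4.63 for CLR10. The means of the pairs were then 5.06 and 4.46.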

Consistent with the requirement for Cse4 recruitment to extrachromosomal plasmids for their segregation [20]–[23], the two apparently functional *CLR*s, *CLR1* and *CLR15*, had higher enrichment values for Cse4 than *CLR7* and *CLR10* (mean PeakSeq ratios 5.05+/−0.78 vs. 2.41+/−0.17, similar trends with ChIP-qPCR). As another test of segregation proficiency, doubling times in selective medium (SC Raffinose/Galactose – LEU) were measured. *CLR1* and *CLR15* decreased doubling time compared to an *ARS* plasmid, but to a lesser extent than *CEN* plasmids (Figure 3B; MCMC simulation). To ask whether *CLR* plasmids are more stably maintained than *ARS* plasmids, we measured the fraction of cells that retained the plasmid after growth in non-selective medium (YPAU+Raffinose/Galactose) for ∼4 generations [17]. *CLR* plasmids were maintained in a significantly greater fraction of cells (35% for *CLR1*; 36% for *CLR15*) than *ARS* plasmids (20%) (Figure 3C; P = 0.036 for *CLR1*; P = 0.018 for *CLR15*; MCMC simulation). The *CEN* plasmid was maintained in 91% of cells (Figure 3C). Differences in colony sizes were observed upon plating on selective medium, similar to Figure 3A (Figure S5). To ensure that these observed differences in *ARS* and *CLR* plasmid stability did not result from a size-dependent increase in plasmid stability [24] when comparing *ARS-CLR* and *ARS*-only plasmids due to the additional insert, we repeated plasmid segregation assays (doubling times and plasmid retention) with *ARS* plasmids bearing random inserts of similar sizes to *CLR* inserts, respectively 1 kb for *ARS-R1* and 0.8 kb for *ARS-R2* (Figure S6). Statistical significance for *ARS-CLR* plasmids was re-assessed then in comparison to *ARS-R1* or *ARS-R2* and found to follow similar trends than those obtained with *ARS*-only plasmid as a control (Figure 3B–3C and Figure S6). Taken together, these results indicate that *CLR* sequences can enhance plasmid segregation.

**Figure 3:**
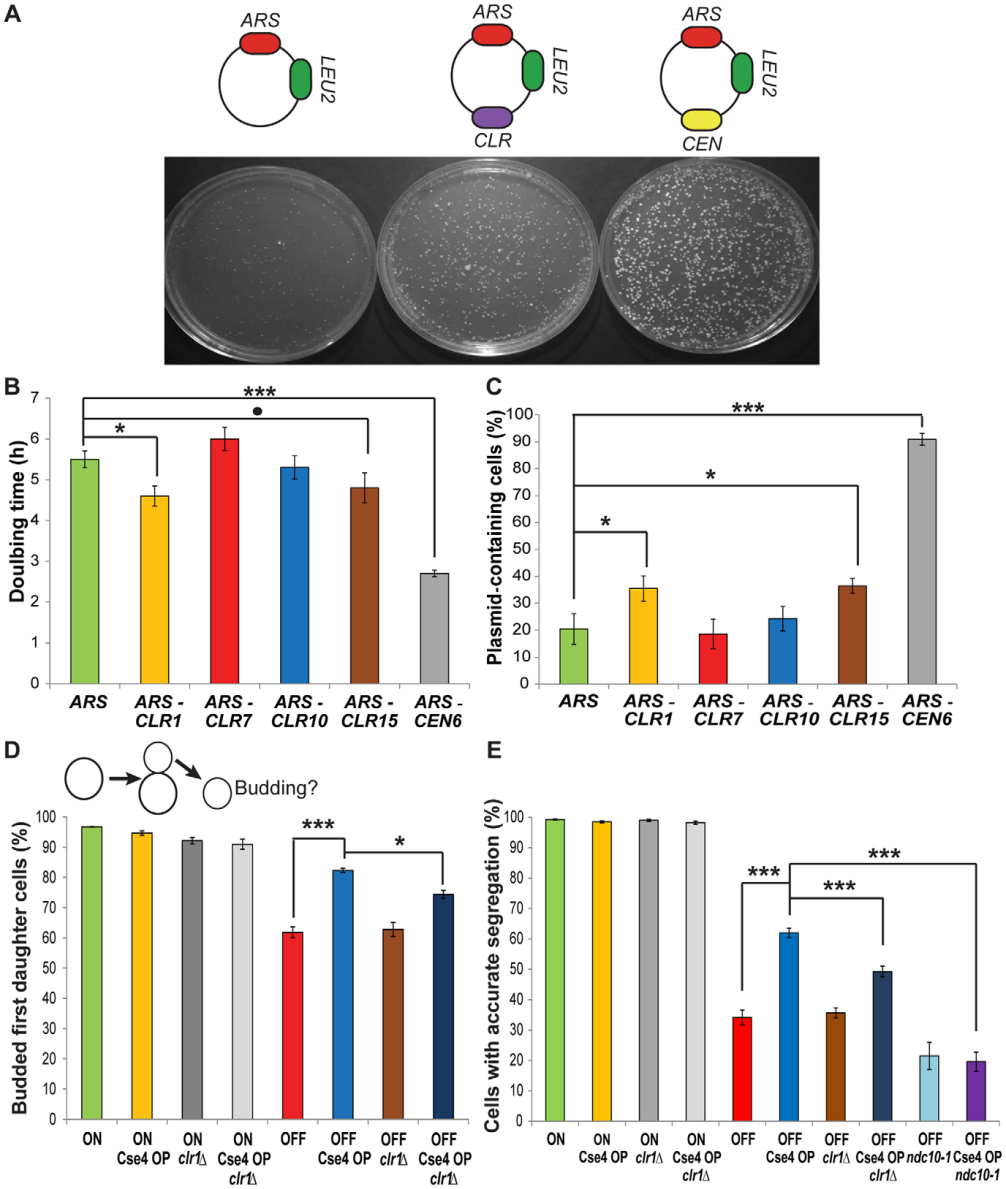
*CLR*s confer centromere function on plasmids and chromosomes. (A) Top: Representation of *ARS*, *CLR* and *CEN* plasmids. Bottom: Transformation plates from strains carrying different plasmids. (B) Doubling times in selective medium of strains carrying different plasmids (Means+/−SEM). (C) Fraction of plasmid-containing cells after growth in non-selective media for strains bearing various plasmids (Means+/−SEM). P-values were computed using MCMC simulations (* p<0.05, ** p<0.01, *** p<0.001,. p = 0.07) (B–C). (D) Top: Depiction of pedigree assay. Unbudded mother cells contain a conditional *CEN3* (ON raffinose; OFF galactose) or not (ON raffinose or galactose). Bottom: Fraction of budded daughter cells 12 h after transfer of mother cells to plates containing galactose (Means+/−SEM). ON and OFF indicate the presence of conditional *CEN3*. For the four left-most bars, similar values were obtained for strains with conditional *CEN3* grown in raffinose (ON). A time course is shown in Figure S4. (E) Fraction of cells that segregated properly their GFP-labelled chromosome 3, as visualized by the presence of a GFP dot in each cell (Means+/−SEM). P-values have been calculated using Fisher's Exact Test (* p<0.05, ** p<0.01, *** p<0.001) (D–E).

Second, we asked if a *CLR* can function in its natural context, on a chromosome, to promote proper segregation. Galactose-driven transcription towards a native *CEN* inactivates the kinetochore, thus creating a conditional centromere that can be switched off when cells are grown in galactose [25]. Two chromosome segregation assays were used to assess the stability of chromosome 3, carrying a conditional *CEN3* and *CLR1*, the only naturally-occurring *CLR* on chromosome 3. First, segregation was monitored by pedigree analysis; bud emergence in a daughter cell was assayed after *CEN* inactivation in an unbudded mother cell (Figure 3D) [19]. Budding of a daughter cell indicates accurate segregation of the *CEN*-inactivated chromosome 3 in the previous mitosis [26]. When *CEN3* is active, 95% of daughter cells are budded, in WT and Cse4 OP strains (Figure 3D and Figure S7). In contrast, when *CEN3* is inactivated, significantly more daughters of Cse4 OP cells bud compared to WT (82% vs. 62%; P<10^−5^; Fisher's Exact Test (FET)). In a second assay, we followed segregation of a GFP-labeled chromosome 3 after a single nuclear division [17]. Normal equational chromosome segregation results in a single GFP dot in both cells, whereas improper segregation results in two GFP dots in the same cell. Accurate chromosome segregation dominates in both genotypes when *CEN3* is active (Figure 3E). Cse4 OP partially rescues the missegregation of a *CEN3*-inactivated chromosome (Figure 3E; P<10^−10^; FET). This improvement in faithful chromosome segregation is weaker than that provided by a natural centromere or by a physically-tethered synthetic kinetochore [17]. Our results indicate that Cse4 OP enhances proper segregation of a chromosome with an inactive *CEN*. In *C. albicans*, Cse4 overproduction improves segregation in mutants defective in kinetochore proteins Dam1 and Dad2 [13]. While highly unlikely given the level of rescue observed, there is still a possibility that complete *CEN3* inactivation might be hindered at a higher degree in Cse4 OP due to excess Cse4 molecules *per se*.

When *CEN3* is inactive, Cse4 OP significantly improves the segregation of chromosome 3. To test whether this improvement is due to *CLR* activity, we deleted *CLR1* by gene replacement and then monitored chromosome segregation by pedigree analysis and GFP imaging. In both assays, deletion of *CLR1* decreased the Cse4 overproduction-dependent rescue of chromosome segregation, by 46% in the case of the budding assay and by 39% for the GFP dots assay (Figure 3D–3E; P = 0.03 and P<10^−5^, respectively; FET). To ensure that the observed decreased was caused by the loss of *CLR1* and not by impacted kinetochore assembly at *CEN3* arising from the experimental manipulation (gene replacement at *CLR1*), we verified binding of Cse4, Mif2, Ndc10 and Ndc80 at *CEN3* in *clr1* strains for WT and Cse4 OP. We found that binding levels of kinetochore components at *CEN3* in *clr1* strains were similar to those in *CLR1+* strains, confirming that *CEN3* integrity is intact in *clr1* strains (Figure S8). This result would lend support to the conclusion that the reduction in the rescue observed in *clr1* strains is not caused by changes at *CEN3*, but likely reflect the effect of *CLR1* deletion. Taken together, these results suggest that overproduction of Cse4 can promote accurate segregation of *CEN*-inactive chromosomes, at least partly through *CLR* formation. The selective pressure caused by *CEN* inactivation might enhance the centromeric activity of *CEN*-proximal *CLR*s. The increased presence of kinetochore proteins around *CEN*s upon Cse4 OP may also contribute to the rescue phenotype [13].

Ndc10 is a budding yeast-specific essential kinetochore component required for the centromeric localization of many proteins, including Cse4 [27], [28]. We asked whether the rescue in segregation of *CEN*-inactive chromosome 3 observed in Cse4 OP strains is dependent on Ndc10. The GFP dots assay on a single nuclear division was repeated in WT and Cse4 OP strains when *CEN3* is inactivated, but now including the temperature-sensitive, conditionally-lethal *ndc10-1* allele, well known to abolish centromere function and cause chromosome missegregation [29]. The rescue in accurate chromosome segregation of *CEN*-inactivated chromosome 3 previously observed in Cse4 OP compared to WT disappeared (Figure 3E), as levels of accurate chromosome segregation in these strains became indistinguishable in the presence of *ndc10-1*. Combining this result highlighting the dependence on Ndc10 for the rescue observed in Cse4 OP with the previous results suggesting that this rescue is at least in part dependent on *CLR1* function (*clr1* strains), the assembly of functional *CLR*s might share some similarities to that of native *S. cerevisiae* centromeres, such as the functional requirement on Ndc10. This is also supported by the significant binding of Ndc10 at *CLR*s determined by ChIP experiments.

### *CLR*s share characteristics of both point and regional centromeres

How do *CLR*s compare to native *S. cerevisiae CEN*s with regard to DNA sequence? Searching across all 23 identified *CLR*s for sequences similar to the centromeric *CDEI* or *CDEIII* consensus motifs did not yield clear results, nor did we find any motifs enriched amongst *CLR* sequences. *CLR* sequences tend to encompass a significantly AT-enriched, 90-bp stretch of DNA (Figure 4A; P = 0.042; MCMC simulation), reminiscent of the highly AT-rich *CDEII* element [30]. 

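The maximum AT content of Table S1, over 90-bp windows in 500 bp around the signal maximum, averaged 71.4% ± 5.08 (SD over 23 CLRs) and 68.5% ± 8.06 (SD over 38 LCNCRs). The difference of 2.88 points gave p = 0.132 in a two-sided permutation test with 100000 resamples, which stands in for the MCMC simulation of the paper. The value was also computed from the rebuilt reference, which covers between 83.6% and 98.5% of each chromosome. Over 500 bp around the signal maximum found here, a position chosen after seeing the data, 24 of the 61 sites came within 1 point of Table S1, and the difference was -0.20 points. Over the whole site of Table 1 the difference was -4.25 points (permutation test, p = 0.0234), but CLRs averaged 661 bp and LCNCRs 1455 bp, and a longer site offers more windows. Random 500-bp regions of the same chromosomes, a comparison chosen after seeing the data, averaged 71.7%. The CLRs averaged 69.6% around the signal maximum found here. The paper compares this stretch to the AT-rich CDEII element.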

*CDEII* is the site where Cse4 binds [3], and it shares similarities to the alpha-satellite DNA repeats in the regional *CEN*s of higher eukaryotes [30]. Cse4 is essential for segregation of the multicopy 2 µm plasmid endogenous to yeast; this plasmid lacks a centromere and instead relies on Cse4 association with an AT-rich partitioning locus known as *STB* [31]. A chromosomally-integrated *STB* can also recruit Cse4 [31].

**Figure 4:**
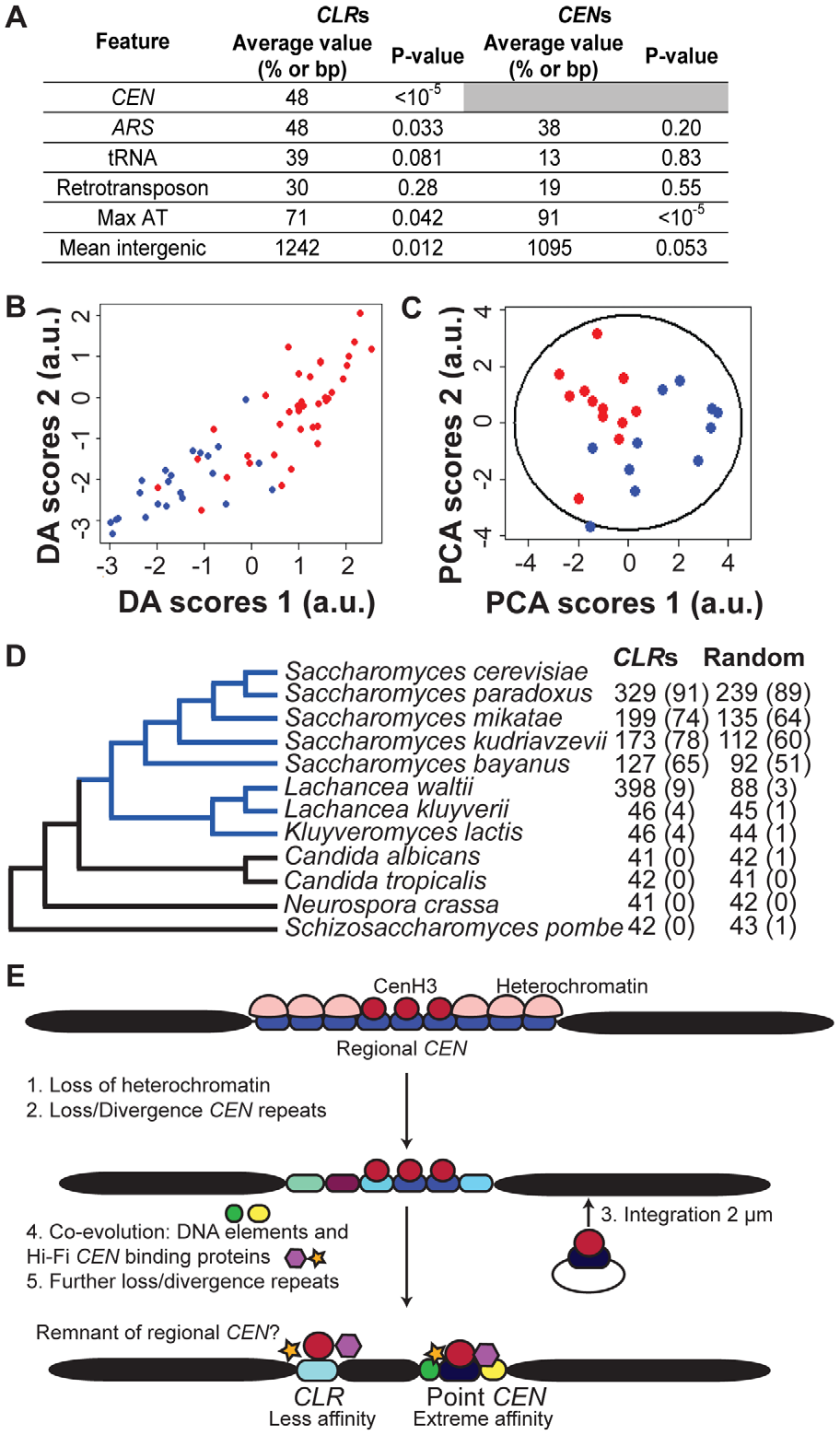
Genomic features of *CLR*s. (A) Comparison of *CLR*s and *CEN*s. Average value refers to the fraction of *CLR*s or *CEN*s located within 25 kb of a *CEN* or within 5 kb of an *ARS*, tRNA or retrotransposon. Mean intergenic indicates the average length of intergenic regions. Max AT represents the mean AT content of the most AT-rich 90-bp stretch of DNA. (B) *CLR*s can be separated from other genomic regions, using Discriminant Analysis (DA). Scores of *CLR*s (blue) and negative control regions (red) are plotted according to their discriminant function scores (Table 2). (C) Centromere proximity is a major contributor to variability among *CLR*s, as revealed by Principal Component Analysis (PCA). Scores of *CEN*-proximal (<25 kb, blue) and *CEN*-distal (>25 kb, red) *CLR*s are plotted relative to the first and second principal components (Table 3), along with a 95% confidence ellipse. (D) Conservation of *CLR* sequences among organisms with point *CEN*s (blue), but not with fungi bearing regional *CEN*s (black). Nucleotide blast (Blastn) was performed for 23 *CLR*s and 160 random intergenic regions. Mean BLAST scores are reported, with the percent of hits with a score over 45 (E<0.05) in parentheses. (E) Given our data and the confinement of *CLR* sequences to budding yeast bearing point centromeres, we proposed a modified version of the current model of centromere evolution (originally postulated in [1]), from regional to point *CEN*s, to account for *CLR*s. *CLR*s would represent evolutionary remnants from regional *CEN*s. Some AT-rich *CEN* repeats would have diverged but still retained the ability to bind Cse4 and other kinetochore proteins weakly, giving rise to the low-affinity *CLR*s observed in this study.

Which genomic characteristics best describe *CLR*s? In addition to their proximity to *CEN*s (Figure 4A; P<10^−5^; randomization tests), *CLR*s are often associated with *ARS*s, but not with tRNAs or retrotransposons (Figure 4A; randomization tests). They are also found in larger than average intergenic regions (Figure 4A; P = 0.012; randomization tests). These genomic features parallel those common at regional centromeres and neocentromeres of other yeasts. In particular, neo*CEN*s in *C. albicans* (activated by deletion of a native *CEN*) form mostly in large intergenic regions, and they are closely associated with replication origins [32], [33]. 

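Proximity to other features was taken from the distances of Table S1, with 5 kb as the limit. Of the 23 CLRs, 11 lay within 5 kb of an ARS, 9 (39.1%) of a tRNA gene and 7 (30.4%) of a retrotransposon. Among the 38 LCNCRs the numbers were 24 (63.2%), 11 (28.9%) and 10 (26.3%). None of these shares differed between CLRs and LCNCRs in Fisher's exact test (two-sided p = 0.291, 0.574 and 0.774 before correction). A randomization along the genome, as in the paper, was not run for these features.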

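The closest intergenic region, by Table S1, had a mean length of 1359 ± 1102 bp (SD) for the 23 CLRs and 1110 ± 629 bp for the 38 LCNCRs. This difference of 249.8 bp had p = 0.268 in a two-sided permutation test against the LCNCRs. The medians went the other way, with 841 bp for CLRs and 1038 bp for LCNCRs (same permutation test, p = 0.464). The comparison of the paper is with randomly drawn intergenic regions, which was not repeated here.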

Gene ontology analysis of genes closest to *CLR*s did not reveal any enrichment for genes involved in particular cellular process (P<0.01).

### Non-centromeric Cse4 binding marks a subset of open chromatin sites

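Regions of Cse4 called in both replicates of Cse4 OP outside centromeres numbered 1292. Of these, 35 (2.71%, 95% exact binomial interval 1.89% to 3.75%) were among the loci where Mif2, Ndc10 and Ndc80 also passed. With Cse4 regions from either replicate the share was 36 of 1762 (2.04%). Besides the 23 CLRs, these 36 covered 11 LCNCRs and 3 loci outside Table 1, as the paper's further criteria were not applied. Which loci the paper's share counts is not stated. With only 1 replicate of each protein, the share was 1.27% without replicate 1 and 1.52% without replicate 2. Without the filters on the ratio, an alternative chosen after seeing the data, it was 4.72%.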

In Cse4 OP cells, fewer than 2% of non-centromeric Cse4 sites are also bound by all of the other three kinetochore proteins. 

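RNA polymerase II ChIP-Seq (2 libraries of 1125307 and 822200 reads) and Sono-Seq (1 library of 1812757 reads) were compared with the Cse4 sites. The labels give a strain without Cse4 overproduction, grown in raffinose and galactose as the Cse4 OP cultures were. Sono-Seq sequences sonicated chromatin without an antibody, and its reads gather where chromatin shears easily. The authors scored the Sono-Seq library with PeakSeq against both the anti-HA and the anti-Myc controls of Cse4 OP, and the first list was used here. Regions with a q-value below 1e-5 and a ratio of at least 2 were kept, as the methods state, which left 1993 Pol II regions of the pooled replicates and 2016 Sono-Seq regions. The methods do not name the control of the Pol II list, and its scaled control reads followed the Sono-Seq reads (Spearman's rho 0.912 given the length of the region) more closely than any untagged control (at most 0.184), so its ratios and ranks appear to compare Pol II with sheared chromatin. Cse4 sites were the 1762 non-centromeric regions of the merged replicates. The Pol II and Sono-Seq reads carried almost none of the base differences from the reference that the other libraries share. Of 6159 such differences shared by WT and Cse4 OP, the Pol II reads covered 1944 and shared 0, and the Sono-Seq reads covered 2879 and shared 1. The Cse4 libraries without SCM3 covered 5797 and shared 5782 (99.7%). No read of Pol II fell on chromosome 3 from 84769 to 92525, around LCNCR9.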

To characterize non-centromeric Cse4 regions (both *CLR* and non-*CLR* regions), we compared Cse4 binding profiles to the genome-wide distribution of RNA polymerase II and Sono-Seq regions. Sono-Seq regions correspond to sites of highly-accessible chromatin [34]. Cse4 is incorporated mostly at intergenic and promoter regions (95% of Cse4 sites), in particular open chromatin (Figure S9). 

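Of the 1762 Cse4 sites, 675 (38.3%) overlapped a Sono-Seq region by at least 1 bp. When the sites were shuffled along their chromosomes, 16.0% overlapped on average and 18.4% at most (one-sided permutation of positions with 1000 shuffles, p = 0.000999, the smallest that they can give). Of the alternatives, the Sono-Seq list scored against the anti-Myc control gave 28.5%, and its shuffled sites 8.07%. When at least 50% of the Cse4 site had to overlap, the share was 18.7%, and 6.00% for shuffled sites. The share of sites in intergenic and promoter sequence was not computed, since the annotation at hand is of another build.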

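Cse4 sites and Pol II regions were each ranked by q-value and then by reads minus scaled control reads, as the methods state, and 644 overlapping pairs were found. Spearman's rho of the ranks was 0.25 across these pairs (permutation test, p = 1e-05, the smallest that 100000 resamples can give). Genomic sites are not independent replicates. With the nearest Pol II region within 1 kb, rho was 0.30 across 1021 pairs. Reads over control counted in each Cse4 site gave a rho of -0.07 across all 1762 sites (permutation test, p = 0.00222), in the opposite direction. The deposited ratios of the pairs gave -0.11 (permutation test, p = 0.00443). Both ranks followed the length of the region, with a rho of -0.74 for Cse4 and -0.79 for Pol II, so longer regions ranked higher. Given both lengths, the partial rank correlation was 0.118 (permutation test, p = 0.00417), and given both lengths and the control reads it was 0.15 (permutation test, p = 0.00021). Pol II regions overlapped 560 (31.8%) of the Cse4 sites.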

Cse4 binding is also correlated with overlapping or adjacent RNA polymerase II occupancy (Figure S9; Spearman's ρ = 0.32; P<10^−8^). Cse4 has been shown to undergo proteolysis to ensure physiological levels and protect from extensive stable euchromatinization with deleterious effects [35]. Comparing strains overproducing the more stable Cse4 allele Cse4^K16R^, subject to reduced degradation [35], to strains overproducing normal Cse4, we asked whether non-degradable Cse4 binds preferentially at *CLR*s. From ChIP-qPCR analyses, Cse4^K16R^ shows increased localization to the previously-tested *CLR*s (Figure 2B and Figure S3B) and to a set of non-*CLR* Cse4 binding sites located in gene promoters, but this enrichment occurs at similar levels in both *CLR*s and non-*CLR* Cse4 binding regions (Figure S10). Consistent with our finding that only a minority of Cse4 binding sites in Cse4 OP form *CLR*s, these results suggest that increased Cse4 retention alone does not appear to be the only determining factor in *CLR* formation.

Scm3 (HJURP) is a *CEN*-associated chaperone essential for cell viability [36]. Deletion of *SCM3* is suppressed by Cse4 OP [12]. By comparing Cse4 ChIP-Seq profiles in the presence or absence of *SCM3*, we found that Cse4 binding sites in both genotypes were highly concordant (Figure S11; Spearman's ρ = 0.85; P<10^−15^), suggesting that non-centromeric localization of Cse4 does not require Scm3. This finding is supported by the fact that transient incorporation of Cse4 on non-centromeric sites occurs at regions of high histone turnover, linking this phenomenon with nucleosome incorporation and ejection dynamics [37]. 

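Cse4 sites of Cse4 OP with SCM3 (1762) and without it (2691) were ranked in the same way and paired by overlap. Across 1708 overlapping pairs, Spearman's rho was 0.77 (permutation test, p = 1e-05, the smallest possible), with sites again not being independent replicates. Of the Cse4 OP sites, 1672 (94.9%) overlapped a site of the deletion strain, and 1675 (62.2%) of the sites of the deletion strain overlapped one of Cse4 OP. Replicate 1 against replicate 2 gave a rho of 0.88 with SCM3 and 0.83 without it. Reads over control in the 2745 sites of either genotype gave 0.84. Both genotypes are divided by the same anti-HA control, and libraries simulated without any difference between sites, over this control, gave a mean rho of 0.53 and at most 0.57 in 100 draws. Reads not divided by the control, given the control reads and the length of the site, had a rho of 0.786 (permutation test, p = 1e-05, the smallest possible). From the concordance of sites, the paper proposes that Scm3 is not required for Cse4 away from centromeres.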

Cse4-containing nucleosome physical structure might also provide some potential reasons for the Scm3-independent Cse4 incorporation at non-centromeric loci. From *in vitro* reconstitution of Cse4-containing nucleosomes, two distinct populations of Cse4 nucleosomes have been reconstituted: one resembling canonical octameric nucleosomes and another found primarily at t AT-rich DNA characteristic of *CEN*s, atypical in its inclusion of Scm3 [38]. The former might predominate throughout the genome, while the latter would be highly specific for centromeres [39].

### Genomic context influences *CLR* formation

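The 12 variables of Table S1 were read for 23 CLRs and 38 LCNCRs: distances to CEN, ARS, tRNA gene and retrotransposon, mean and maximum AT content, length of the closest intergenic region, ranks of the closest Sono-Seq (HA and Myc), Pol II and WT Cse4 regions, and the percentage of the site in an ORF. A low rank is a strong region. The methods state that variables were left as they are or transformed by log or square root and do not say which, so the square root was used for each variable here. The 2 groups also differed in how they were made. In the lists, every CLR had called regions for all 4 proteins. Of the called regions, those of 33 of 38 LCNCRs for Ndc80 had only q-values of exactly 0, against 2 of 23 CLRs. For Cse4 the numbers were 32 LCNCRs and 8 CLRs.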

Twelve different variables (Table S1) were examined in an effort to find factors that distinguish *CLR*s from a control group consisting of regions that did not pass statistical filters set during ChIP-Seq analysis (Table 1); these control regions are referred to as *LCNCRs* (low-confidence, negative control regions). 

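Each variable was compared between CLRs and LCNCRs by a two-sided permutation test with 100000 resamples and Benjamini-Hochberg adjustment over the 12 variables. The percentage of the site in an ORF averaged 19.5 for CLRs and 64.6 for LCNCRs (permutation p = 1e-05, the smallest possible, adjusted p = 6e-05). The rank of the closest Pol II region averaged 1553 and 456 (the same permutation p and adjusted p). For the distance to CENs the means were 140300 and 199200 bp (permutation p = 0.113, adjusted p = 0.313). None of the other variables passed 0.05, before or after adjustment. Counted directly, Pol II reads over the anti-Myc Cse4 OP control had a mean log2 value of 0.30 ± 1.43 (SD) at CLRs and 1.56 ± 2.20 at LCNCRs, a difference of -1.26 (permutation test, p = 0.0157). With the Sono-Seq library as the control the difference was -2.75, and without LCNCR9, where no Pol II read fell, it was -1.49 (permutation p = 0.00086), an alternative chosen after seeing the data. By the methods, binding over an ORF with high Pol II occupancy was itself a criterion for low confidence.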

*CLR*s differed from the control group globally and across three individual variables: distance from *CEN*s, overlap with an intergenic region, and nearby RNA polymerase II occupancy (P<0.05; MANOVA; ANOVA). Group membership of individual sites could be predicted quite accurately using discriminant analysis or k-means clustering (78% and 83% success, respectively; Figure 4B and Table 2). 

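A linear discriminant of the 12 standardized variables, tested by leaving out each site in turn, placed 49 of 61 sites (80.3%) in the right group, 17 of 23 CLRs and 32 of 38 LCNCRs. Calling every site an LCNCR would be right for 62.3%. With shuffled groups the mean was 53.4% and the highest 73.8% (permutation test with 1000 shuffles, p = 0.000999, the smallest possible). Without the overlap with ORFs, 42 sites (68.9%) were placed correctly. The classification by 3 nearest neighbours that the methods describe placed 43 (70.5%). Single variables were also tried alone, after seeing the data. Overlap with ORFs placed 49 sites, the rank of Pol II 46 and the distance to CENs 35, all of these LCNCRs, while the length of the site, which is not among the 12 variables, placed 49. Without both overlap with ORFs and Pol II, 38 sites were placed correctly, as many as by calling every site an LCNCR.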

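In the discriminant function the largest standardized coefficients were 1.02 for overlap with ORFs (jackknife standard error 0.344), 0.819 for mean AT content (0.583), -0.578 for maximum AT content (0.580) and 0.554 for distance to CENs (0.262). A positive coefficient points to LCNCRs. The length of the intergenic region had -0.380 (0.222) and the rank of Pol II -0.438 (0.271). Overlap with ORFs and distance to CENs had coefficients of at least 2 standard errors, and maximum AT content, intergenic length and Pol II did not.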

As determined by discriminant analysis, we found that *CLR*s are closer to *CEN*s, have a more AT-enriched 90-bp stretch of DNA, and are located in larger than average intergenic regions, with lower transcription at nearby genes, in comparison to the control group (Figure 4B and Table 2). This difference between *CLR*s and *LCNCR*s is quite apparent from the discriminant function plot, with low mixing between groups (Figure 4B). There is, however, some variation among *CLRs* with respect to distance from *CEN*s, AT content and the presence of nearby open chromatin, as revealed by principal component analysis (Figure 4C and Table 3). 

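Principal components of the 12 variables over the 23 CLRs took 27.7%, 21.6% and 14.6% of the variance. In parallel analysis, the first 3 components exceeded the mean of random data and the first 2 its 95th percentile. On the first component the largest loadings were 0.455 for mean AT content, 0.443 for both Sono-Seq ranks and 0.396 for maximum AT content. Distance to CENs loaded at -0.295. On the second component the rank of Pol II loaded at 0.473 and overlap with ORFs at -0.423.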

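The mean score on the first component was 1.25 for the 11 CLRs within 25 kb of a CEN and below 0 for the 9 beyond 100 kb (two-sided exact permutation test, p = 0.00375). On the second component the means were -0.571 and 1.03 (exact permutation test, p = 0.0141). Distance to CENs is 1 of the variables behind these scores, so the test is not independent of the grouping.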

*CEN*-distal and *CEN*-proximal *CLR*s form somewhat separated groups on the principal component score plot, and sites within each group tend to cluster together, as is particularly evident for *CEN*-distal *CLR*s (Figure 4C). In addition, when performing a discriminant analysis among the *CLR*s themselves according to their position in the ranked target list (Table 1; group 1 (*CLR1–12*) vs. group 2 (*CLR13–23*)), we observed that the strongest discriminant was the distance to *CEN*s, with *CLR*s in the top tier usually closer to *CEN*s. This is consistent with our previous observations from the ChIP-Seq data. 

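CLR1 to CLR12 lay a median of 10285 bp from the CEN and CLR13 to CLR23 a median of 153754 bp. Within 25 kb were 8 of the first 12 and 3 of the other 11. The difference in distance had a two-sided permutation p of 0.036 and an adjusted p of 0.159 over the 12 variables. Distances to tRNA genes (permutation p = 0.0239) and to retrotransposons (permutation p = 0.0474) were also shorter in the first group before adjustment, and in SD units tRNA genes differed the most, at -1.04 against -0.893 for CENs. The paper relates this order to its ChIP-Seq ranking.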

The proximity of *CLR*s to centromeres suggests that pericentric chromatin creates a preferred environment for establishment of *CLR*s [14]. Alternatively, centromere-distal *CLR*s may be disfavored due to a greater risk for instability, in the same way that increased distance between *CEN*s in dicentric chromosomes increases instability [40]. These results strongly suggest that chromatin structure and chromosomal context play roles in *CLR* formation.

**Table 2:** Results from linear discriminant analysis of 23 *CLR*s and 38 negative control regions (*LCNCR*s).

Variable	Discriminant coefficient^1^
**Percent of binding site length overlapping an ORF**	1.006
**Mean AT content**	0.988
**Distance to ** ***CEN***	0.764
**Maximum AT content**	−0.758
**Length of closest intergenic region**	−0.482
Distance to retrotransposon	−0.421
Rank closest Sono-Seq region, scored against HA control IP	0.322
Distance to tRNA	0.269
Rank closest Sono-Seq region, scored against Myc control IP	−0.225
Rank closest PolII region	−0.198
Distance to *ARS*	0.104
Rank closest Cse4 region, in a Cse4 WT strain	−0.043

Discriminant variables and their coefficients are shown, with the top 5 discriminant variables in bold. Raw data are given in Table S1.

1 Discriminant analysis including all 12 variables.

2 Discriminant analysis with 11 variables, excluding the variable “percent of length of binding site overlapping an open reading frame (ORF)”. Refer to the Materials and Methods section.

**Table 3:** Results from principal component analysis of 23 *CLR*s.

First principal component		Second principal component		Third principal component	
Variable	Loading	Variable	Loading	Variable	Loading
Rank closest Sono-Seq region, scored against Myc control IP	0.451	Percent of binding site length overlapping an ORF	−0.460	Distance to retrotransposon	0.588
Rank closest Sono-Seq region, scored against HA control IP	0.446	Rank closest PolII region	0.457	Distance to tRNA	0.577
Mean AT content	0.436	Rank closest Cse4 region, in a Cse4 WT strain	0.403	Rank closest Sono-Seq region, scored against HA control IP	0.303
Maximum AT content	0.372	Length of closest intergenic region	0.373	Length of closest intergenic region	−0.295
Distance to *CEN*	−0.353	Distance to *CEN*	0.293		

Three components were significant according to parallel analysis. Only variables with loadings above |0.250| are presented. Raw data are given in Table S1.

### Conservation of *CLR* sequences and chromosomal context elements

*CLR*-containing regions are conserved among the *Saccharomyces* lineage and other closely-related budding yeasts with point *CEN*s [41], but not with more divergent fungi (Figure 4D; blastn). In general, *CLR* sequences are more conserved than a randomly-selected set of intergenic regions (Figure 4D; P<0.05 across *Saccharomyces sensu stricto*; MCMC simulation of blastn scores). Although the role of *CLR*s in wild populations of yeasts remains unknown, sequence conservation with other budding yeasts suggests that *CLR*s possess a conserved function.

With the development of the new *Saccharomyces sensu stricto* database [42], it is possible to analyse some of the genomic characteristics and chromosomal context features, including the association to *CEN*s, the association to tRNAs, the mean length of intergenic regions, and the mean AT content in the most AT-enriched 90-bp stretch of DNA, in closely-related budding yeast. Trends similar to those observed for *S. cerevisiae CLR*s were observed for sequences similar to *CLR*s present in *S. mikatae*, *S. kudriavzevii* and *S. bayanus* (Figure S12). Proximity to *CEN*s was even more striking in those three fungi than in *S. cerevisiae* (Figure S12A). In the three non-*S. cerevisiae* fungi analyzed, *CLR*-related sequences were also present in larger than average intergenic regions and encompassed a significantly AT-enriched, 90-bp stretch of DNA (Figure S12). The only difference concerned association with tRNAs: while *CLR* association to tRNAs was only marginally significant in *S. cerevisiae* and *S. bayanus*, it was significant in *S. mikatae* and *S. kudriavzevii*, although very close to P<0.05 significance threshold. In addition to primary sequence conservation, these results highlight the conservation of genomic features and chromosomal context elements associated with *CLR*s in closely-related budding yeasts.

Overall, *CLR*s share many features with both regional and point centromeres. Like regional *CEN*s, *CLR*s are not entirely sequence-defined; rather, they are defined largely by features pertaining to chromosomal context. Like point *CEN*s, they are rather small (<1 kb) and contain a short *CDEII*-like, AT-rich stretch of DNA. According to previous models of centromere evolution, an epigenetic regional centromere evolved to point centromeres in a few steps [1]. First, heterochromatin would be loss. Then, *CEN* repeats would diverge and/or disappear. Third, a segregation locus from a self-propagating genetic element (such as the *STB* locus in the yeast 2 µm plasmid) would integrate on the chromosome, with the potential to successfully hijack the segregation machinery. Once this is accomplished, it is likely that *CEN* repeats would diverge or disappear even more. Finally, acquisition of specific DNA modules and evolution of segregation proteins that bind this newly-integrated locus would create point centromeres with high specificity. If this model is correct, then *CLR*s may be remnants of regional *CEN*s that were lost or diverged during evolution (Figure 4E). *CLR*s might resemble divergent AT-rich *CEN* repeats, able to bind Cse4 and function as a strong centromere unit in the past, that still retained some ability to recruit Cse4, and other kinetochore proteins weakly. This is the model most supported by parsimony and by our evolutionary analyses. Indeed, using a bioinformatics approach, we identified *CLR* sequences only in budding yeast bearing point *CEN*s, not in those carrying regional *CEN*s. In general, centromeric building blocks with weak activity, such as an individual *CEN* repeat, a plasmid element or a short sequence similar to a *CLR*, might have been rendered more efficient through their massive multimerization (regional *CEN*s) or, as in the *S. cerevisiae* lineage, through the acquisition of specific DNA modules (point *CEN*s and *STB*) to form stable, strong centromeres with high segregation fidelity.

*CLR* formation affects chromosome segregation differently, depending on whether the chromosome has an active centromere or not. Recent data from an assay measuring the transmission fidelity of an artificial chromosome indicated a significant, although modest, increase in chromosome loss (about 2 fold) when Cse4 is overproduced and the normal centromere is functional [43]. In Cse4 OP, when the *CEN* is active, the observed increase in chromosome instability is likely due to the formation of functional *CLR*s in a subset of the cell population. The modest effect is concordant with the lower levels of protein binding at *CLR*s vs. *CEN*s, and with the higher incidence of *CEN*-proximal *CLR*s. Based on studies of dicentric chromosomes, *CEN*-proximal *CLR*s have potentially less deleterious effects than *CEN*-distal *CLR*s [40]. In contrast, when the normal *CEN* is inactive, *CLR* formation promotes, at least partially, accurate chromosome segregation of the *CEN*-inactivated chromosome, which might be beneficial to yeast cells under this condition.

New *CEN*s have been created artificially through two mechanisms: tethering of outer kinetochore components onto DNA [17], and increased production of kinetochore proteins [44]. At the DNA level, strategies to generate centromere activity have ranged from deletion of a native *CEN* in *C. albicans* [33] to induction of chromosome rearrangements by radiation in flies and plants [45]. Interestingly, studies in *Drosophila* and barley have revealed a predisposition for neo*CEN*s to form in pericentric chromatin [45]. More recently, studies conducted on *in vitro* chromatin templates [46] and in cultured *Drosophila* cells [47] have reiterated the essential role of Cse4 and proven its sufficiency in the formation of kinetochores. Targeting Cse4 [46], [47] or Cse4-associated factors [48] directly onto chromosomes or plasmids can generate heritable centromeric activity. However, despite the deposition of Cse4 at a specific location, not all cells recruited kinetochore components and established a kinetochore, presumably due to chromatin effects [48]. Similarly, in the present study, we observed *CLR* formation only at a subset of all non-centromeric Cse4 binding sites.

New *CEN*s also occur naturally. In humans, acentric chromosomes resulting from chromosome rearrangements can be stabilized through the establishment of neocentromeres at sites devoid of α-satellite repeats and containing little or no heterochromatin [49]. The aneuploidy so often observed in cancer cells may arise from ectopic kinetochore formation and/or destabilization of native *CEN*s. Many liposarcomas carry a supernumerary chromosome containing oncogenes and a neo*CEN* [45]. Colorectal cancer cells exhibit overproduction of Cse4, which is mistargeted to non-centromeric loci [4]. Moreover, comparative genomics has identified latent *CEN*s that have been recurrently used throughout primate evolution [50]. *CLR*s, evolutionarily-new centromeres, ectopic neocentromeres and bacterial centromere-like regions are likely to provide additional insights into the origin, evolution, establishment and maintenance of native centromeres.

## Materials and Methods

### Strains and plasmids

Yeast strains are isogenic with W303 (Table S2). Cse4 is tagged internally with a 3HA epitope; this tagged version can act as the sole Cse4 copy in a haploid cell without deleterious effect [5]. All other proteins are tagged at their C-termini. The *ARS* plasmid (pPL26) was generated by cloning a 0.9 kb fragment containing *ARS1* into pRS305 [18]. *CLR* and *CEN6* sequences were integrated into pPL26. *ARS-CEN6* plasmid pRS315 was also used in this study.

### Chromatin immunoprecipation–sequencing (ChIP–Seq)

ChIP-Seq experiments were performed at least in independent biological duplicates, as described previously [9]. Yeast strains were grown in 500 mL YP media supplemented with adenine and uracil, in presence of glucose or galactose/raffinose, to mid-log phase (OD_600_ = 0.5–0.7). Proteins were crosslinked to DNA by treating cells with formaldehyde (1% final concentration) for 15 minutes, then quenched with glycine. Cells were collected by filtration after two washes. After cell lysis using a FastPrep machine (MP Biomedical), chromatin was sheared by sonication using a Branson Digital 450 sonifier (Branson). Clarified, sonicated lysates were taken at this step for Sono-Seq, prior to immunopreciptation [34], [51]. Immunoprecipitations of Myc-tagged and HA-tagged strains, as well as those of the respective control untagged strains, were carried out overnight with EZ-View anti-Myc or anti-HA affinity gels (Sigma). For native RNA Polymerase II ChIP, cell lysates were incubated with Pol II 8WG16 mouse monoclonal antibody (Covance) and pulled down using Protein G agarose beads (Millipore). After several washes and reversal of protein-DNA crosslinks, ChIP DNA was purified through a Qiagen MinElute PCR purification column (Qiagen). Illumina sequencing libraries were generated using adapters for multiplexing [9]. Four barcoded libraries were mixed in equimolar ratios and processed on an Illumina Genome Analyzer II. Each sequence read consisted of a 4-bp index and at least 26 bp from the sample. An average of 2.1 million uniquely mapping sequence reads per biological replicate was obtained, corresponding to an overall mapping of 56.2% to the S288c reference genome (SGD/UCSC sacCer2 version, June 2008). 

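The 18 lists of tagged, Pol II and scm3 deletion libraries held a mean of 1798577 uniquely mapped reads (SD 1111438), with the fewest for replicate 1 of Mif2 in WT and the most for replicate 2 of Ndc80 in Cse4 OP. Reads with the same start and strand as another read made up between 2.39% of a library (Mif2 in WT, replicate 1) and 24.2% (anti-Myc control of Cse4 OP). The list of replicate 1 without SCM3 also held 97376 reads of the 2-micron plasmid, and only reads on the 16 chromosomes were counted.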

We have also used previously published Cse4 ChIP-Seq data deposited in the Gene Expression Omnibus (GEO) database under GSE13322 [5], [52]. Data generated from this study have been deposited in GEO under accession number GSE31466.

To collect ChIP samples of *mcd1-1* background, cultures were grown overnight at the permissive temperature (25°C) to OD_600_ = 0.3–0.4 and then shifted to the restrictive temperature (37°C) for ∼2.5 h prior to crosslinking, similarly to other protocols for the abrogation of the pericentric intramolecular C loop [14]. After ∼2.5 h, most cells (>95%) were large-budded.

To collect ChIP samples for the non-degradable Cse4 experiment [35], Myc-Cse4 and Myc-Cse4^K16R^ strains were grown in SC Raffinose/Galactose – URA overnight to OD_600_ = 0.3, overproducing normal and non-degradable Cse4 respectively. Cells were then transferred in rich media (YPAU+Raffinose/Galactose) and grown for ∼4 h to OD_600_ = 0.8–1.0, for easier comparison with our previous ChIP-qPCR data.

### Identification of *CLR*s

Raw sequencing data were first processed by Illumina's analysis pipeline. Reads were then parsed according to the index. Remaining bases were aligned against *S. cerevisiae* S288c reference genome version 2 (SGD/UCSC sacCer2) by the ELAND algorithm (Illumina). The peak scoring algorithm PeakSeq [10] was used to identify statistically significant binding sites. ChIP-Seq data from epitope-tagged strains were scored against ChIP-Seq data from their matching untagged strains. Scoring reference sets were created by pooling uniquely-mapping reads from biological replicates of untagged control strains. As a reference sample marking open chromatin [34], two lists of Sono-Seq regions were generated, scored against either anti-Myc or anti-HA control sets.

To uncover *CLR*s, we took a conservative, stringent approach to minimize false positives lacking functional significance or failing qPCR validation. For each biological replicate, only putative regions with q-value <10^−5^ were considered [11]. Binding sites from Cse4, Mif2, Ndc10 and Ndc80 ChIP-Seq data were overlapped (maxgap = 150). 

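With the allowed gap set to 0 bp, the overlap of the 4 proteins gave as many loci as at 150 bp, and at 500 bp it gave 39, of which 23 were CLRs and 13 covered LCNCRs. At a q-value below 1e-10 there were 16 loci with 6 CLRs, and below 0.05 there were 89 with 23 CLRs.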

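Before the filters on the ratio, 62 non-centromeric loci held regions of all 4 proteins in Cse4 OP, among them the 23 CLRs and 37 of the 38 LCNCRs. A mean ratio above 2 for every protein left 15 loci, of which 10 were CLRs, and 14 of the 16 centromeres. Of the LCNCRs, 14 failed the Cse4 ratio alone, 9 failed the Mif2 and the Ndc10 ratio and LCNCR38 failed all 3. LCNCR30, 1 of the 9, still overlaps a locus that was kept, the locus of LCNCR20.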

To identify a binding region as a *CLR*, 1) all four kinetochore proteins must be present given the q-value threshold; and 2) for proteins in direct contact with DNA, mean PeakSeq ratios between duplicates should be above 2.0 for open chromatin marker Cse4 and 1.5 for direct DNA binders Mif2 and Ndc10 [5], [53]. Several other filters were used to distinguish between low and high confidence regions for subsequent functional analyses, including comparison of PeakSeq experimental and background reads between *CLR*s and *CEN*s, inspection of normalized signal tracks (high tagged/untagged ratio and low background in untagged controls desired), binding over a highly PolII-occupied ORF, and presence in HOT regions [54]. 23 putative loci, termed *CLR*s, met these criteria in Cse4 OP and none in WT (Table 1). Included in the same Table are other sites (*LCNCRs*) that did not pass the aforementioned filters, used during computational analyses. For WT, only one low-confidence negative region, the rDNA array, was found after unmasking for repeated regions. GO analysis for this control group showed a significant enrichment for metabolic genes.

Significant binding regions for RNA Polymerase II and Sono-Seq were determined using q<10^−5^ and PeakSeq ratio ≥2.00.

### Real-time quantitative PCR validation of *CLR*s

Real-time quantitative PCR (qPCR) was performed to validate the presence of kinetochore components Cse4, Mif2, Ndc10 and Ndc80 at six *CLR*s. These six *CLR*s were randomly selected and spanned multiple confidence levels of our final ranked target list (one at the top, two in the middle, and three at the bottom) [55], [56]. As a positive control for ChIP experiments, we monitored binding of these four proteins at a native centromere. Two negative primer pairs were used for accurate determination of enrichment values. Primers were designed using Primer3 (http://frodo.wi.mit.edu/primer3/) and primer sequences are given in the Table S3. qPCR reactions were set up in triplicates with SYBR green dye and run on a Roche LightCycler480 according to the manufacturer's recommendations, using the same amplification program as previously described [5]. Each primer pair was tested on a dilution series of yeast genomic DNA to determine its efficiency. For every primer pair, a single PCR product was amplified, given the presence of a single peak in melting curve analyses. The “Second derivative maximum” analytical tool in the Roche LightCycler480 was used to obtain Crossing point values (C_p_). Enrichments were calculated by the 2^−ΔΔCp^ method [57]. First, for any given primer pair, a raw ratio between experimental samples (Myc- or HA-tagged strains) and control samples (untagged strains of similar genotype immunopreciptated with anti-Myc or anti-HA antibodies) was obtained. Then this raw ratio for a positive primer pair was divided by the raw ratio found for a control, negative primer pair, resulting in a normalized enrichment value. Enrichment values were averaged for all biological replicates, with the appropriate standard errors of the mean.

### Signal tracks

Signal track files were visualized in the Integrated Genome Browser, with y-axes scaled according to the number of uniquely-mapped reads and with annotations from the *Saccharomyces* Genome Database.

### Target list annotation, target list agreement, and Gene Ontology analysis

Target lists from different biological replicates were merged and annotated to find overlapping and/or nearest genomic features using various R and Bioconductor packages, mostly ChIPpeakAnno [58], and also biomaRt, coda, lattice, MASS, rjags, seqinr and stats packages.

Target lists were first sorted by q-value and then by the difference between PeakSeq experimental and background reads. Pairwise comparisons of lists were done using ChIPpeakAnno with parameters maxgap = 0 and multiple = T. Spearman's rank correlation coefficients and associated p-values for overlapping peaks were computed.

GO Biological Process Ontology analyses (p-value <0.01) were performed on SGD's website. We compared GO results from *CLR*s and *LCNCR*s. GO analysis for *CLR*s did not give any significant term. GO analysis for *LCNCR*s showed a significant enrichment for metabolic genes (data not shown).

### Western blotting

Whole-cell protein extracts were obtained using the post-alcaline yeast protein extraction method [59], for 4 biological replicates. Briefly, for WT and Cse4 OP strains, 2 mL of yeast culture at OD_600_ = 0.8 were isolated, medium was removed and cells were frozen at −80°C. Cells were resuspended in water, an equal volume of 0.2 M NaOH was added and samples were incubated at room temperature for 5 min., after which NaOH was removed thoroughly. Samples were then boiled in 1× sample buffer containing 5% β-mercaptoethanol for 4 min. and the supernatant was kept. Samples were run for protein gel electrophoresis on a 4–12% Novex NuPAGE Bis-Tris gel (Invitrogen) in MOPS buffer. Proteins were then transferred a PDVF membrane on a semi-dry Trans-Blot SD apparatus (BioRad). Membranes were blocked with TBS+0.1% Tween with 5% dry milk. Primary antibodies were added for an overnight incubation: mouse anti-HA 12CA5 and mouse anti-β-actin (Abcam). After washes in 1× TBS+0.1% Tween, a HRP-conjugated anti-mouse IgG secondary antibody was added in 1× TBS+0.1% Tween with 5% dry milk for 1.5 h. Following washes in 1× TBS/T, the SuperSignal West Pico Chemiluminescent Substrate (Thermo) was added to the blot and detection was done on a STORM imager (GE Healthcare). Western blot images were processed and analyzed using the ImageQuant software (GE Healthcare). Cse4-3HA protein levels were normalized by the abundance of β-actin in each replicate.

### Plasmid stability assays

Plasmid assays to test *CLR* sequences inserted into an *ARS* plasmid were conducted according to standard procedures [2], [18]. For all plasmid analyses, at least six different transformants were grown. Given that we observed some variability in plasmid assays, we used fluctuation analyses for each data point, taking the median value of 3–5 technical replicates from a single transformant as one data point [60].

For doubling time analyses, cells were grown overnight in synthetic complete (SC) media lacking leucine (SC-Leu), with raffinose and galactose as carbon source. Cultures were diluted around 5×10^6^ cells in the same media. Optical densities were measured every 2–4 hours. Doubling times were calculated in R. Statistical significance was tested by a Bayesian analysis with Markov Chain Monte Carlo (MCMC), using R package rjags (JAGS, http://www-ice.iarc.fr/~martyn/software/jags/). MCMC simulations let the data and its variability generate sampling distributions of the maximum likelihood estimator without strong prior or test assumptions; p-values were calculated from 100,000 comparisons of this estimator between 2 groups.

For plasmid retention and colony formation analyses, cells were grown for ∼4 generations in rich medium, with raffinose and galactose as carbon sources. Cultures were diluted 10-fold or 100-fold and plated on SC-Ade-Leu and SC-Ade plates. Photos were taken after 4 days of growth. Pictures of transformation plates on SC-Ade-Leu with galactose/raffinose also represent 4 days of growth after transformation.

### Chromosome segregation assays

Chromosome segregation analysis of GFP dots present on chromosome 3 was performed in biological triplicates as described [17], without major modifications. Briefly, cells were grown overnight to early log phase in rich medium containing raffinose, and alpha factor was then added to a final concentration of 10 µg/mL. Following a 2 h incubation at 25°C, cultures were resuspended in YPAU with raffinose/galactose or raffinose only, still in presence of alpha factor, and then placed at 37°C for 1 h. Next, cells were washed 4 times in the same media, pre-warmed at 37°C and devoid of alpha-factor, and released at 37°C for about 5 h to accumulate populations in which most cells were in telophase due to the *cdc15-2* allele. Experiments including the additional temperature-sensitive allele *ndc10-1* were performed similarly. About 98% of cells were large-budded. GFP dots were visualized in live cells and classified into two categories: 1) one GFP dot in each cell, or 2) two GFP dots in the same cell. A minimum of 200 cells were counted per replicate. Statistical significance was assessed using Fisher's exact test. In addition, for each sample, an aliquot was quick-fixed with ethanol and DAPI was added. >90% of cells had segregated DNA between their buds, as revealed by DAPI staining. Experiments plotted in Figure 3E were from cultures resuspended in raffinose/galactose, containing a conditional *CEN3* (OFF) or not (ON). Strains comprising conditional *CEN3* were also resuspended in raffinose-only media (ON) and gave similar high percentages of cells with accurate segregation. Overnight growth of cells in raffinose-only media, with an active conditional *CEN3* (ON), yielded >99% of cells with accurate segregation.

Single-cell pedigree analysis was performed on strains containing a conditional centromere [19], [25]. Cells were grown to early log phase in YPAU+raffinose. Galactose was added to the liquid medium for ∼30 min. (final concentration 1%), prior to plating on a YPAU+galactose/raffinose plate. Unbudded cells were isolated, and plates were incubated for 2–3 hours. Daughter cells were separated from their mothers and monitored for bud formation as a function of time. Statistical significance was assessed using Fisher's exact test. To ensure proper timing of cell divisions in Figure 3D and in Figure S7, cells containing a conditional *CEN3* (OFF) or not (ON) were plated on galactose/raffinose plates. Strains comprising conditional *CEN3* were also plated on YPAU+dextrose plates (ON) and gave end-point results comparable to those of Figure 3D, with >90% of budded daughter cells.

### Statistical significance of *CLR* association

We determined the number of *CLR*s located within 5 kb of tRNAs, ARSes or retrotransposons. 23 sites were randomly chosen on chromosomes containing a putative *CLR*. The number of chosen sites on a chromosome paralleled the chromosomal distribution of *CLR*s. The number of random sites falling within 5 kb of a feature was determined for 100,000 iterations. The p-value is given by the fraction of iterations with greater or equal feature association than found across *CLR*s. For these discrete genomic features, we adjusted p-values using a Bonferroni correction.

For centromere proximity, a similar procedure was followed. A site is centromere-proximal if located within 25 kb of the centromere.

For association tests performed in other fungi than *S. cerevisiae*, the number of random sites chosen followed the number of *CLR* sequences deemed conserved by blastn in each species (Figure 4A): 17 in *S. mikatae*, 18 in *S. kudriavzevii* and 15 in *S. bayanus*. Sequence annotation data were obtained from the *Saccharomyces sensu stricto* database [42].

### Statistical significance of the presence of *CLR*s in larger than average intergenic regions

We considered the region comprised between two ORFs as the intergenic region. The mean length of intergenic regions encompassing a *CLR* was determined, excluding two *CLR*s that partly overlapped putative ORFs. 21 intergenic regions were randomly selected 100,000 times. For any iteration, the mean length was computed and compared to the actual value. P-values correspond to the fraction of iterations with a greater or equal mean length.

In other fungi than *S. cerevisiae*, the number of random intergenic regions chosen followed the number of *CLR* sequences found in intergenic regions and deemed conserved by blastn in each species (Figure 4A): 17 in *S. mikatae*, 18 in *S. kudriavzevii* and 15 in *S. bayanus*. Sequence annotation data were obtained from the *Saccharomyces sensu stricto* database [42].

### Signal aggregation plots around centromeres

For each protein and for untagged controls, we determined the number of uniquely mapped reads, per million mapped reads, at every nucleotide position in a 4-kb region centered in the middle of the centromere. Values for each protein were averaged to generate a mean kinetochore protein signal. Log ratios between this signal and the control signal were plotted. Aggregation plots around *CEN2* and *CEN5* for individual proteins are given in Figures S13 and S14 respectively.

To test the significance of the increased broadness of kinetochore signal seen at centromeres, we calculated the peak width at each centromere. Width was determined as the length of centromeric signal where the ratio between the mean kinetochore protein signal and the control signal was ≥2. A paired t-test, comparing each *CEN* between WT and Cse4 OP, was performed.

### Maximum AT content

For 23 *CLR*s and 38 *LCNCR*s, a 90-bp window was slid to determine the maximum AT content in a 500-bp region, centered at the genomic location of the average kinetochore protein signal maximum, keeping the percentage of A and T in the most AT-rich, 90-bp stretch. Maximal values from *CLR*s and *LCNCR*s were compared for statistically-significant differences by MCMC simulations. A similar procedure was used for other fungi than *S. cerevisiae*, with sequence data obtained from the *Saccharomyces sensu stricto* database [42].

### *CLR* sequence comparison across fungal genomes

For each *CLR*, a 400-bp sequence, centered at the genomic location of the average kinetochore protein signal maximum, was considered for evolutionary analyses. Inspection of the selected regions was carried out to ensure that the sequences did not contain repetitive and/or highly conserved features, such as a Ty element or a well-characterized ORF, if possible. Nucleotide BLAST (Blastn) was performed on genomes deposited at NCBI (NCBI's Fungal Genomes BLAST page, http://www.ncbi.nlm.nih.gov/sutils/genom_table.cgi?organism=fungi) with the following parameters: expect value (E) <1, and other values as default [61].

A phylogenetic tree indicates, for each species, the fraction of *CLR*s with at least one significant hit (score of 45 or higher, E<0.05) and the average hit score across all *CLR*s.

We compared *CLR* values with 160 randomly-selected intergenic regions of same length to determine whether sequence conservation is greater in *CLR*s. Blastn was carried out as described above for this random set. Statistical significance of average blastn scores was tested by MCMC simulations.

### Principal component and discriminant analyses

For 23 *CLR*s and 38 *LCNCR*s, data from 12 variables were obtained (Table S1). Individual variables were either 1) left untransformed, 2) log-transformed, or 3) square root-transformed to normality or near-normality as visualized by quantile-quantile normal plots. Data from all 61 sites, or from each group, followed a multivariate normal distribution (Figure S15). On multivariate χ^2^ plots, all data points lie within the 95% confidence intervals of multivariate normality (Figure S15).

Principal component analysis was performed for the 23 high-confidence *CLR*s only, with data standardized by the correlation matrix, in R. Principal component analysis gives the direction of most variability to spread out data points and determine variables and sites that behave similarly. The number of significant principal components was determined by parallel analysis. Principal component score plots were generated using the first (x-axis) and second (y-axis) principal components. A 95% confidence ellipsis was added to the score plots.

Linear discriminant analyses between *CLR*s and *LCNCR*s were performed on standardized, scaled data in R, to identify variables that would distinguish these two well-defined groups. When all 12 variables were present, the percentage of a binding site overlapping an ORF was a very strong discriminator but could be perceived as arbitrary, depending on the length of the binding site. Therefore discriminant analysis was also performed with all variables except that one. Discriminant score plot was generated using the discriminant function with all variables (x-axis) and the discriminant function with all variables except percent overlap with an ORF (y-axis). We used stepwise discriminant analysis to determine the variables that discriminate best between groups, in SAS, and also obtained similar results. Overall discriminative power was tested using cross-validation (leave-one-out classification). As a comparison, k-nearest neighbors classification was performed on the same scaled, standardized dataset, using k = 3.

## Supporting Information

Figure S1 Western blot analysis of Cse4 levels in WT and Cse4 OP strains. (A) Western blot image showing the levels of Cse4-3HA (internal tag) in Cse4 OP and WT strains, as well as β-actin as a loading control. (B) Quantitation of Cse4 protein levels in WT and Cse4 OP strains. Cse4 abundance was normalized by the β-actin protein levels. Normalized Cse4 levels (means in arbitrary units (a.u.)+/−standard errors of the mean (SEM)) are plotted on a linear scale. Individual enrichments were obtained from four biological replicates.
(TIF) Click here for additional data file.

Figure S2 All *CEN*s are occupied by four kinetochore proteins, in WT and Cse4 OP strains. ChIP-Seq signal tracks for Cse4 (red), Mif2 (blue), Ndc10 (green) and Ndc80 (orange) are scaled according to the number of uniquely-mapping reads, in WT (A) and Cse4 OP strains (B). Significant binding sites are represented by a liked-colored box under its corresponding signal track. Control samples (immunoprecipitates from untagged strains) are shown in grey. Open reading frames (ORFs) are represented by purple boxes. The black circles indicate centromeres. Horizontal scale bars represent 1 kb.
(TIF) Click here for additional data file.

Figure S3 ChIP-qPCR validation of 6 *CLR*s. (A) All tested *CLR*s were not bound by all four proteins in WT. Only Cse4 in *CLR*1 and Ndc10 in *CLR7* displayed significant binding (normalized enrichment ratio >2, dotted line). (B) In Cse4 OP, significantly enriched protein binding was confirmed at the six *CLR*s tested, for all four proteins examined (normalized enrichment ratio >2, dotted line). Normalized enrichment ratios (means in arbitrary units (a.u.)+/−standard errors of the mean (SEM)) are plotted on a linear scale. Individual enrichments were obtained from qPCR reactions run in triplicates and performed in at least two biological replicates. Note the different scales between (A) and (B). A normalized enrichment of 1 indicates no enrichment over a negative control region not enriched for kinetochore proteins.
(TIF) Click here for additional data file.

Figure S4 Kinetochore proteins are present at *CLR*s when the pericentric intramolecular C loop is abrogated in a cohesin-deficient *mcd1-1* background. (A) All tested *CLR*s were not bound by all four proteins in strains with normal Cse4 levels (WT) in a *mcd1-1* background, similarly to Figure S3A. Only Cse4 in *CLR*1 and Ndc10 in *CLR7* displayed significant binding (normalized enrichment ratio >2, dotted line). (B) In strains with elevated Cse4 levels (Cse4 OP) in a *mcd1-1* background, significantly enriched protein binding was confirmed at the six *CLR*s tested, for all four proteins examined (normalized enrichment ratio >2, dotted line), similarly to Figure S3B. Normalized enrichment ratios (means in arbitrary units (a.u.)+/−standard errors of the mean (SEM)) are plotted on a linear scale. Individual enrichments were obtained from qPCR reactions run in triplicates and performed in at least two biological replicates. Note the different scales between (A) and (B). A normalized enrichment of 1 indicates no enrichment over a negative control region not enriched for kinetochore proteins.
(TIF) Click here for additional data file.

Figure S5 Colony formation on plates from plating assays. Strains bearing *CLR* plasmids generate colonies of intermediate size, which are on average larger than those carrying *ARS* plasmids and smaller than those containing *CEN* plasmids. After a few generations of growth in non-selective rich medium, strains carrying various plasmids were plated on selective medium (-Ade -Leu) for four days. Strains plated on permissive medium (-Ade) do not differ in colony size.
(TIF) Click here for additional data file.

Figure S6 Comparison of *ARS-CLR* plasmids and *ARS* plasmids bearing random inserts of similar sizes in plasmid segregation assays. (A) Doubling times in selective medium of strains carrying different plasmids (Means+/−SEM). (B) Fraction of plasmid-containing cells after growth in non-selective media for strains bearing various plasmids (Means+/−SEM). P-values were computed using MCMC simulations (* p<0.05, ** p<0.01, *** p<0.001,. p<0.10) (A–B). *ARS-R1* and *ARS-R2* refer to *ARS* plasmids bearing random inserts of 1 kb and 0.8 kb, respectively.
(TIF) Click here for additional data file.

Figure S7 Time course analysis of daughter cell budding after transfer of mother cells to a galactose plate. Values (Means+/−SEM) are given for various genotypes at 3-h intervals (refer to Figure 3D). ON and OFF indicate the presence of the conditional *CEN3*.
(TIF) Click here for additional data file.

Figure S8 Binding levels of kinetochore proteins at *CEN3* are similar in *clr1* and *CLR1+* strains. ChIP-qPCR confirms that the presence of kinetochore proteins at *CEN3* is not affected when *CLR1* is deleted. Individual protein enrichments at *CEN3* were normalized and compared in strains containing *CLR1* (*CLR1+*) and missing *CLR1* (*clr1*), for WT (A) and Cse4 OP (B). Normalized enrichment ratios (means in arbitrary units (a.u.)+/−SEM) were plotted on a log 10 scale. A normalized enrichment of 1 indicates no enrichment over a negative control region not enriched for kinetochore proteins.
(TIF) Click here for additional data file.

Figure S9 Cse4 marks a subset of open chromatin. Cse4 is associated with promoters, accessible chromatin and RNA polymerase II-bound regions. Cse4 shows a broader euchromatin distribution upon its overproduction, consistent with previous reports [62]. (A) On chromosome 9, regions of Cse4 (red) binding overlap promoters, regions bound by RNA polymerase II (blue) and Sono-Seq (green) sites. Sono-Seq regions are enriched for open chromatin [34], [51]. Promoter nucleosomes and regions of high histone turnover have been associated with higher levels of non-centromeric Cse4 [37], [63]. Cse4 binding is also correlated with overlapping or adjacent RNA polymerase II occupancy (Spearman's rho = 0.32; P<10^−8^), in concordance with the presence of Cse4 around transcribed regions [5], [12]. (B–C) An extra-centromeric Cse4 binding region most commonly overlaps open chromatin (i.e. promoters and Sono-Seq region), and is adjacent to an ORF bound by RNA polymerase II. Examples on chromosomes 8 (B) and 9 (C) are shown. Control samples (immunoprecipitates from untagged strains) are shown in grey. Open reading frames (ORFs) are represented by purple boxes. Horizontal scale bars represent 1 kb. Significant regions of protein binding or sensitivity to Sono-Seq are represented by a like-colored box under the corresponding signal tracks.
(TIF) Click here for additional data file.

Figure S10 Non-degradable Cse4 is not preferentially enriched at *CLR*s compared to non-*CLR* Cse4 binding sites at gene promoters. (A) ChIP-qPCR comparative analyses of *CLR*s and non-*CLR* promoters bound by Cse4 indicate that non-degradable Cse4^K16R^ is relatively more abundant than normal Cse4 at both *CLR*s and non-*CLR* Cse4 binding sites, in similar proportions. Non-degradable Cse4 enrichments for 6 *CLR*s (same as Figure 2 and Figure S3) and for 6 non-*CLR* Cse4 binding sites in promoter regions were averaged. The normalized enrichment ratios for overproduced non-degradable Cse4^K16R^ were normalized by the normalized enrichment ratios for overproduced normal Cse4. These normalized enrichments for non-degradable Cse4 were then plotted on a linear scale (means in arbitrary units (a.u.)+/−SEM). (B) ChIP-qPCR data depicting normalized enrichments for non-degradable Cse4 are presented for 6 previously-tested *CLR*s (Figure 2 and Figure S3) and for 6 non-*CLR* Cse4 binding sites at gene promoters determined by ChIP-Seq.
(TIF) Click here for additional data file.

Figure S11 Localization of Cse4 to non-centromeric regions does not require the centromere chaperone Scm3. Cse4 binding at extra-centromeric sites is not greatly affected by the presence or absence of the essential chaperone Scm3 in Cse4 OP strains. (A–C) Cse4 ChIP-Seq binding profiles are compared in the presence (red) or absence (blue) of Scm3, upon overproduction of Cse4. Examples on chromosomes 1 (A), 6 (B) and 3 (C) are depicted. A 66% increase in the number of Cse4 non-centromeric binding sites was observed when *SCM3* was deleted. Despite this discrepancy, binding sites are highly correlated (Spearman's rho = 0.85; P<10^−15^). 

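The number of non-centromeric Cse4 sites in either replicate rose by 52.7% without SCM3. Sites called in both replicates rose from 1292 to 1807, by 39.9%. The replicates differed, with a rise of 64.4% between the first replicates (1513 to 2487 sites) and 31.5% between the second (1576 to 2072 sites). The share of reads that fell in the union of sites rose less, by 10.0%, from 31.9% and 31.5% in the replicates with SCM3 to 36.1% and 33.6% in those without.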

Control samples (immunoprecipitates from untagged strains) are shown in grey. Open reading frames (ORFs) are represented by purple boxes. Horizontal scale bars represent 1 kb. Significant regions of protein binding are represented by a like-colored box under the corresponding signal tracks. (D) Overlap of binding regions between Cse4 OP *SCM3* (red) and Cse4 OP *scm3Δ* (blue). Note that the Venn diagram is not drawn to scale.
(TIF) Click here for additional data file.

Figure S12 Genomic features associated with *CLR*s are conserved in sequences homologous to *CLR*s in the *Saccharomyces sensu stricto*. Comparison of all sequences homologous to *CLR*s in *S. mikatae*, *S. kudriavzevii* and S. bayanus that were deemed conserved by blastn scores (Figure 4D) for association with *CEN*s (within 25 kb) (A), association with tRNAs (within 5 kb) (B), mean AT content of the most AT-rich 90-bp stretch of DNA (C), and average length of intergenic regions (D). Annotations and sequences were obtained from the *Saccharomyces sensu stricto* database [42]. Tests of significance followed the procedures taken for the comparison of *CLR*s and *CEN*s in *S. cerevisiae* (Figure 4A) and details are given in the Materials and Methods section (* p<0.05, ** p<0.01, *** p<0.001,. p<0.10).
(TIF) Click here for additional data file.

Figure S13 Aggregated signal plots for individual kinetochore components at *CEN2*. Shown is ChIP-Seq signal for kinetochore proteins in Cse4 OP strains (blue) compared to WT (red). Plots depict the log ratio of read enrichment for Cse4 (A), Mif2 (B), Ndc10 (C) and Ndc80 (D), centered at *CEN2,* on log 2 scales.
(TIF) Click here for additional data file.

Figure S14 Aggregated signal plots for individual kinetochore components at *CEN5*. Shown is ChIP-Seq signal for kinetochore proteins in Cse4 OP strains (blue) compared to WT (red). Plots depict the log ratio of read enrichment for Cse4 (A), Mif2 (B), Ndc10 (C) and Ndc80 (D), centered at *CEN5*, on log 2 scales.
(TIF) Click here for additional data file.

Figure S15 Data used in this study fit multivariate normal distributions. Transformed data for 12 variables (Table S1) have been examined across *CLR*s and negative control regions (*LCNCR*s) using a χ^2^ distribution. (A–C) χ^2^ normal quantile plots, including data points (red), an ideal fit line (black) and 95% confidence intervals (blue), are presented for all 61 sites (*CLR*s and negative control regions) (A), for 23 *CLR*s (B), and for 38 negative control regions (C). On the horizontal axis are the theoretical quantiles, and on the vertical axis are the data quantiles.
(TIF) Click here for additional data file.

Table S1 Raw data from 12 variables for 23 *CLR*s and 38 control regions (*LCNCR*s).
(DOC) Click here for additional data file.

Table S2 Yeast strains used in this study.
(DOC) Click here for additional data file.

Table S3 Primer sequences used for qPCR.
(DOC) Click here for additional data file.

# Supplementary material for: Centromere-Like Regions in the Budding Yeast Genome
**Source:** PLoS Genet. 2013 Jan 17;9(1):e1003209. doi: 10.1371/journal.pgen.1003209
**Supplement:** Table S1 — Raw data from 12 variables for 23 CLRs and 38 control regions (LCNCRs).

**Table S1. Raw data from 12 variables for 23 *CLR*s and 38 control regions (*LCNCR***s).

V1-V4=Distance from *CEN* (V1), *ARS* (V2), tRNA (V3), and retrotransposon (V4, LTR), V5=mean AT content, V6=max AT content of 90-bp stretch of DNA, V7=Length of closest intergenic (interORF) region, V8-V9=Rank of closest Sono-Seq region, scored against HA (V8) or against Myc (V9), V10=Rank of closest PolII binding site, V11=Percent of length of binding site overlapping ORF, V12=Rank of closest Cse4 binding site in Cse4 WT strain.

# Supplementary material for: Centromere-Like Regions in the Budding Yeast Genome
**Source:** PLoS Genet. 2013 Jan 17;9(1):e1003209. doi: 10.1371/journal.pgen.1003209
**Supplement:** Table S2 — Yeast strains used in this study.

**Table S2.** Yeast strains used in this study.

# Supplementary material for: Centromere-Like Regions in the Budding Yeast Genome
**Source:** PLoS Genet. 2013 Jan 17;9(1):e1003209. doi: 10.1371/journal.pgen.1003209
**Supplement:** Table S3 — Primer sequences used for qPCR.

**Table S3. Primer sequences used for qPCR.**

| **Pair name** | **Primer name** | **Sequence** |
| --- | --- | --- |
| CLR1Q | CLR1Qfor | GCCATCGTCATTGACCTTTT |
| CLR1Q | CLR1Qrev | TTCGTGTCTGTTTCGCAGTC |
| CLR7Q | CLR7Qfor | ATAACCAGGACCCCCTTTTG |
| CLR7Q | CLR7Qrev | CAAAACCGATCTCGGAACAT |
| CLR10Q | CLR10Qfor | CCTTGAAGTCCTCGAAACGA |
| CLR10Q | CLR10Qrev | TCATCATTGTCAACGGCATT |
| CLR15Q | CLR15Qfor | ACACAGCGTGCCTAGTTCCT |
| CLR15Q | CLR15Qrev | CCCGAATCAGGAGAAACAAA |
| CLR17Q | CLR17Qfor | AAAACGCATGCTTCGTAAGG |
| CLR17Q | CLR17Qrev | CAAAATTTAGGGCCGAACAA |
| CLR19Q | CLR19Qfor | GAGACCGGGTTTGTTTTCAA |
| CLR19Q | CLR19Qrev | TCGGAACGGAAGCTAGAAGA |
| Cen3p1 | Cen3p1for | GATCAGCGCCAAACAATATGGAAAATCC |
| Cen3p1 | Cen3p1rev | AACTTCCACCAGTAAACGTTTCATATATCC |
| Neg1p1 | Neg1p1for | TCGCAATCTCAATGATTTGG |
| Neg1p1 | Neg1p1rev | CCTCCAAGCCCAGAGTTGTA |
| Neg1p2 | Neg1p2for | CCGGTGCTAAACAACCTGAT |
| Neg1p2 | Neg1p2rev | TTTAGTCAACGGTGGTGCTG |
| Prom1 | Prom1for | AAGGGGGAAAGAACCAAAGA |
| Prom1 | Prom1rev | ACTACGGCACAGAAGCCAAG |
| Prom2 | Prom2for | AGAGACGCGTTCAAGGAAGA |
| Prom2 | Prom2rev | CACGCTGCCTTTACTCCATT |
| Prom3 | Prom3for | GGCTCAGCGAAGATGACATT |
| Prom3 | Prom3rev | TCAGTGCCAAATTGGTGTCT |
| Prom4 | Prom4for | AGAGAGGTGGGGGAATTGAG |
| Prom4 | Prom4rev | TACCACCAAGCATCAACACC |
| Prom5 | Prom5for | GTGCAACAGGAAAACGAGGT |
| Prom5 | Prom5rev | AGTGCGGATTCATTTCCAAG |
| Prom6 | Prom6for | TTAACAACAACGGCAGCAAC |
| Prom6 | Prom6rev | TAAGGAAGCAGAGCCAAAGC |

How the deposited data were processed for this re-analysis (not part of the article)

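The deposited data are ChIP-Seq libraries of tagged Mif2, Ndc10 and Ndc80 in WT and Cse4 OP yeast, of tagged Cse4 in Cse4 OP with and without SCM3, of RNA polymerase II and of 3 untagged controls, and 1 Sono-Seq library. In all 22 libraries were read. The authors removed the index of each read, aligned the reads with ELAND to sacCer2 and deposited the uniquely mapped reads with position and strand, without normalization. They also deposited PeakSeq results per library. The count of each region is the number of reads extended to 200 bp that overlap it. The authors' difference score is that count minus the control reads, which PeakSeq scaled to the library and rounded. The deposited ratio is the count over the scaled control reads. The deposited q-value was adjusted over the regions of a list by the authors. The 2 libraries of a sample were taken as the biological duplicates that the methods describe.

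Reads on the 16 chromosomes were counted over the sites of Table 1, over 500 bp around each centromere and over 1-kb bins, after a shift of 100 bp. Enrichment is RPM over control RPM, and 1 read was added to Pol II and control counts before a log was taken of Pol II values. The width of the centromeric signal, the overlap of regions (q-value below 1e-5, mean ratio above 2 for Cse4 and above 1.5 for Mif2 and Ndc10) and the ranks of sites followed the methods of the paper. The reference sequence was rebuilt from reads that matched it perfectly, and its centromeric motifs and AT content were computed from it. Base differences were called where at least 5 reads covered a position and at least 90% of them carried another base. Table S1 was used for the 12 variables, the discriminant analysis and the principal components.

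Differences between Cse4 OP and WT in the reads of sites were tested with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, at least 10 reads over the 4 libraries, Benjamini-Hochberg adjustment), with DESeq2 1.42.0 as an alternative, in R 4.3.3. The other analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Exact permutation tests were used for the paired widths at the 16 centromeres and for small groups, such as 9 against 11 CLRs. Permutation tests of larger groups and of correlations drew 100000 resamples, that of the discriminant drew 1000, and positions were tested by randomization. The tests were tried on simulated data. Randomly placed sites gave a randomization p under 0.05 in a share of 0.035 of 200 sets. A difference of 1 SD between groups gave a permutation p under 0.05 in a share of 0.93 of 100 sets.

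Depth ranged from 211127 to 3438026 reads over the tagged libraries, so that WT libraries, which are the smaller ones, limit comparisons between the strains. The binomial test at the CLRs was first run on 1 thinning of the Cse4 OP libraries. The 20 thinnings, and the separate statement for each protein here and for the width at 50% of the maximum, were chosen after the first results were seen. No control has replicates, and the spread of the controls is unknown. WT and Cse4 OP cultures differ in carbon source as well as in strain, and both effects cannot be told apart here.

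Alternatives covered duplicate reads, the shift of reads, the scaling to the control, thinning to the smallest library, the gap, q-value and ratio in the overlap, the edge of the width, the measure behind each rank, the window of AT content, transformations, the classifier and each replicate left out in turn. Sites named in the text are those the paper names, the CLRs with the highest and lowest enrichment per protein and the sites that decide a count of 5 or fewer. Others are marked as chosen after their values were seen. The annotation at hand is of another build than the reads, so sites were not matched to genes. For this reason the share of Cse4 sites in intergenic sequence and the comparison with random intergenic regions were left out. Reads of Cse4 in WT were not used, and its regions enter only as a rank in Table S1.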

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

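The tests on LCNCR21, LCNCR25, LCNCR26, the 2-micron plasmid, the 1-kb bins and the width without single libraries were chosen after the results were seen, and the test of the width was read separately for each protein after its first result was seen.

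The change in the width of the centromeric signal differed between proteins. From WT to Cse4 OP the change for Ndc10 exceeded that for Ndc80 by a mean of 675.6 bp over the 16 centromeres (exact paired permutation test of the difference, p = 9.16e-05, larger for Ndc10 at 15 centromeres). This p takes centromeres as units, with replicates pooled, and does not cover the spread between libraries. Without each of the 8 libraries in turn the excess was 616.8 to 728.2 bp. The height of the signal changed too, with mean maxima of 1006 and 1797 RPM for Ndc10 and 194 and 132 for Ndc80. If height moves the point at which the signal falls under a fixed ratio to the control, the width at 50% of each maximum should hardly change. For Ndc10 it differed by -8.44 bp (exact permutation test, p = 0.574), and by -18.6 to -0.938 bp without each library in turn, so a taller signal may account for the wider Ndc10 domain. For Ndc80 the width at 50% of the maximum differed by 153.9 bp (exact permutation test, p = 0.000458), in the direction opposite to that at the fixed ratio, and by 32.3 bp (exact permutation test, p = 0.015) after the control was taken off. Without WT replicate 2 it differed by 63.2 bp (exact permutation test, p = 0.185). Mif2 was also wider at 50% of its maximum, by 24.1 bp (exact permutation test, p = 0.0323), against -101.2 bp at the fixed ratio. After the control was taken off, the Mif2 difference was 21.7 bp and no longer past 0.05 (exact permutation test, p = 0.0521). Without each library in turn it was 12.4 to 38.6 bp. These values do not decide whether height explains the narrower Ndc80 domain. The lower depth of the WT libraries, which was not tested for single proteins, also stays open. An effect of Cse4 overproduction on the spread of each protein stays open, as does the carbon source.

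Base differences from the reference set Pol II and Sono-Seq apart from the other libraries. WT and Cse4 OP shared 6159 differences, a signal the paper does not analyse. The Pol II reads covered 1944 of these positions and carried 0 of the differences. The Pol II reads themselves held 2 differences and the Sono-Seq reads 7. In addition, 12 stretches of at least 500 bp had no Pol II or Sono-Seq read and were covered in the other libraries, and no Pol II read fell on the 7757 bp around LCNCR9. The values are consistent with Pol II and Sono-Seq libraries from a strain close to the reference, other than the background of the tagged strains, while their labels give the same background. Whether the label or the strain differs was not tested, and no biological explanation was tested.

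The list of replicate 1 of Cse4 without SCM3 held 97376 reads of the 2-micron plasmid, a sequence that occurs in no other list. The same list held 6350 reads of the mitochondrial genome, which no other list holds either. A candidate explanation is that this list was not limited to the chromosomes while the others were. No biological explanation was tested.

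The overlap of the 4 proteins in Cse4 OP gave 3 loci that Table 1 does not list, all within 1173 bp of a centromere. Noise in the control that the Myc-tagged proteins share was tested over the 1-kb bins. Against the anti-Myc control 37 bins were called for Mif2, Ndc10 and Ndc80 together, and 15 of these were also called for all 3 against the anti-HA control, a separate library. Bins were then called from 1 replicate of each protein against the anti-Myc control (25 bins from replicate 1, 22 from replicate 2) and measured in the other replicate over the anti-HA control, so that no library was used on both sides. Their median log2 values were 0.484 to 0.885 over the 3 proteins and both replicates, and none of 100000 random sets of bins was as high (p = 1e-05 for each by permutation of bins, the smallest possible). This argues against noise in the anti-Myc control as the whole cause. How many single bins rest on such noise was not determined. The 3 loci themselves were not tested apart, and spread of the centromeric signal stays open.

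The untagged control had more reads in Cse4 OP than in WT at 3 LCNCRs, which were singled out after their values were seen. The RPM ratio of the anti-Myc controls was 5.14 at LCNCR21 (chromosome 2, 274100 to 281100), 5.53 at LCNCR25 (chromosome 12, 290100 to 292500) and 6.21 at LCNCR26 (chromosome 11, 345400 to 346500). The anti-HA control gave 7.73, 7.66 and 12.3. Growth in galactose may raise the control where genes are strongly transcribed. At LCNCR21 and LCNCR25 the Pol II reads, from galactose cultures, were at least 57.6 times the WT control, but the Sono-Seq reads only 2.11 and 1.88 times, so that carbon source and strain cannot be told apart at these sites. At LCNCR26 the Sono-Seq reads were at 1.09 times and the Pol II reads at 0.365 times the WT control, but both libraries are from a strain without the galactose-driven Cse4 construct, so that an effect of galactose in the Cse4 OP strains would not show in them. Carbon source and strain cannot be told apart here either. Extra copies of LCNCR26 in the Cse4 OP strains would raise every library from these strains: 12 of 12 were at least 4 times the WT control and none of the 6 WT libraries was, but the ends of the raised stretch differed between libraries. Extra copies cannot be told apart from other differences between the strains.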

How the results depend on the processing

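The tests with recomputed q-values, thinned or unextended signal for the width, random regions and own signal maximum for the AT content, without the site that holds no Pol II read, without the ratio filter for the share of Cse4 sites, and of the width of each protein without single libraries were chosen after the results were seen. The other alternatives were set before the data were examined. Of 205 alternatives, 150 kept their direction and their side of the threshold, or stayed within the spread between replicates, or within 1.5 times for counts. Of 36 results, 10 did so under every alternative that was run. In the results that changed, the cause was not tested unless stated.

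Some results reversed or crossed the threshold. The centromere width difference, 60.6 bp, was 359.9 bp (exact permutation p = 0.00378) at a ratio threshold of 1.5, -28.1 bp with 30 bp around each read start, and between -32.1 and 159.6 bp without replicate 1 and without replicate 2. The Ndc80 width difference, -254.9 bp, kept its direction and lay past 0.05 without WT replicate 1 (-299.6 bp) and without WT replicate 2 (-286.4 bp), but not without Cse4 OP replicate 1 (-258.4 bp, exact permutation p = 0.0565) or without Cse4 OP replicate 2 (-201.1 bp, exact permutation p = 0.0844). The Ndc80 difference of distal and proximal CLRs became 0.17 with the authors' PeakSeq ratio. The Cse4 and Pol II rank correlation became -0.072 with reads over control. The difference in maximum AT content became -4.25 over the whole site, -0.74 with 120 bp, -0.20 around the signal maximum found here and -2.10 against random regions. The difference in intergenic length became -196.5 bp as a median. Median enrichment of CLRs for Ndc10 in WT fell to 0.957 with every library thinned to the smallest.

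Counting reads with the same start and strand once lowered the centromere enrichment to 39.6 for Mif2, 17.8 for Ndc10 in WT, and to 9.08 for Cse4, 15.0 for Mif2, 12.9 for Ndc10 and 4.81 for Ndc80 in Cse4 OP. It lowered the CLR enrichment in Cse4 OP to 2.95 for Cse4, 2.10 for Ndc10 and 1.80 for Ndc80. Fewer reads can be distinct where many fall, so this alternative lowers tall peaks by its construction. Scaling by the median ratio over 1-kb bins raised the Cse4 value to 23.1 at centromeres and, at CLRs, gave 4.01 for Cse4, 2.32 for Mif2 and 2.48 for Ndc10. The start without a shift gave 2.19 for Ndc10. Thinned libraries gave medians of 1.28 for Mif2 in WT, 2.53 for Mif2 and 2.48 for Ndc10 in Cse4 OP.

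The loci bound by all 4 proteins numbered 36, and 16 at a q below 1e-10, 89 at a q below 0.05, 13 when called in both replicates, 62 without the ratio filter, 15 with a ratio above 2 for each protein, and 20 to 23 without replicate 1 or without replicate 2. In WT a q below 0.05 gave 2 loci in place of 1. The share of Cse4 sites bound by all 4 proteins was 4.72% without the ratio filter and 1.27% to 1.52% without replicate 1 or without replicate 2. The rise in Cse4 sites without SCM3 was 31.5% to 64.4% without replicate 1 or without replicate 2, and 10.0% as a share of reads. The discriminant placed 68.9% of sites without overlap with ORFs and 3 nearest neighbours 70.5%.

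In edgeR's test, CLRs higher in Cse4 OP numbered 4 for Mif2, 2 with DESeq2 and 2 when thinned, and 2 to 5 with a library left out. For Ndc10 they numbered 16, 7 with DESeq2 and 6 to 14 with a library left out, fewest without WT replicate 1. With libraries thinned, edgeR called 0, with 7 at an unadjusted p under 0.05. For Ndc80 they numbered 2, and 0 to 2 with a library left out. There DESeq2 called 0, with 3 at an unadjusted p under 0.05, edgeR 0 when thinned, with 4, and edgeR 0 without WT replicate 1, with 3. Where 1 library remained, it was assumed to vary like the other group. Lower power after thinning follows from its construction. Over 1-kb bins, Ndc10 was higher in 739 and lower in 647 with TMM, 544 and 943 by total mapped reads, and 186 and 104 with DESeq2. For Mif2 the bins were 37 and 37, and 19 and 35 with DESeq2. With every library thinned to the smallest, the bins were 4 and 2 for Ndc10 and 11 and 9 for Mif2. The numbers of bins of both proteins also changed when a library was left out. At the 16 centromeres, Ndc10 was higher at 14, at 16 with DESeq2 and without Cse4 OP replicate 2, at 1 when thinned, at 2 without WT replicate 1 and at 0 without WT replicate 2. Ndc80 was lower at 5, at 13 without WT replicate 1, and at 0 without WT replicate 2, without Cse4 OP replicate 1, without Cse4 OP replicate 2, when thinned or with DESeq2. With reads of the same start and strand counted once, 16 centromeres were lower for Mif2, 6 for Ndc10 and 15 for Ndc80, and none was higher.

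No paired analysis was possible because the labels give the libraries no replicate numbers that link the strains. The share of Cse4 sites in intergenic or promoter sequence, with its alternatives, and the comparison with all inter-ORF regions were not run. Depth limits WT most: with 211127 to 1118285 reads per WT library, CLRs at the enrichment of Cse4 OP were mostly below detection for Mif2 and Ndc80, and detectable for Ndc10.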

Differences from the paper's values

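Non-centromeric loci bound by all 4 proteins in Cse4 OP numbered 36 by the overlap and ratio filters, and the paper's number is 23, reached with further criteria that were not applied here. Of the alternatives set before the data were examined, a q below 1e-10 (16), without replicate 1 (20) and without replicate 2 (23) fall within 1.5 times of the paper's number, but in number only: they held 6, 11 and 12 of the 23 CLRs. A gap of 0 bp (36) or 500 bp (39), a q below 0.05 (89), calls in both replicates (13), no ratio filter (62) and a ratio above 2 for each protein (15) do not.

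The p of the difference in width at centromeres was 0.633, and the paper's is 0.03, from 4 proteins where 3 were used here. None of the alternatives set before the data were examined comes within 1.5 times of it: reads counted once 0.855, scaling by 1-kb bins 0.133, a ratio of 1.5 0.00378, a ratio of 3 0.578, the methods' paired t-test 0.626, without replicate 1 0.766 and without replicate 2 0.233.

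Spearman's rho of Cse4 and Pol II ranks was 0.25, and the paper's is 0.32. The alternatives set before the data were examined also differ from it: 0.30 with the nearest region within 1 kb, -0.07 with reads over control, and 0.27 and 0.28 without replicate 1 and without replicate 2. For Cse4 with and without SCM3, rho was 0.77 and the paper's is 0.85. Reads over control in the union of sites (0.84) do not differ from it, and the values without replicate 1 (0.77) and without replicate 2 (0.79) do.

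The p of the maximum AT content was 0.132, and the paper's is 0.042. The alternatives set before the data were examined all differ: 0.0234 over the whole site, where the direction is the opposite, 0.62 with 60 bp and 0.707 with 120 bp. The p of the intergenic length was 0.268 against LCNCRs, and the paper's is 0.012 against random intergenic regions. The median, set before the data were examined, gives 0.464.

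In the discriminant function, 3 coefficients had the opposite sign, each by less than its jackknife standard error from 0. They were -0.183 for the Sono-Seq HA rank (the paper's is 0.322), 0.191 for the Sono-Seq Myc rank (the paper's is -0.225) and 0.131 for the WT Cse4 rank (the paper's is -0.043). No alternative was set for these. With overlap with ORFs left out of the discriminant, they were 0.023, 0.176 and 0.102.

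Several printed values of Fig. 4A equal those found here after rounding: about 48% of CLRs near a CEN (47.8% here) and near an ARS (47.8%), about 39% near a tRNA gene (39.1%), about 30% near a retrotransposon (30.4%) and about 71% for maximum AT content (71.4%). Its intergenic length of about 1200 bp stands beside 1359 bp here, but the paper's mean leaves out 2 CLRs that partly overlap ORFs and the mean here is over all 23. The share of sites assigned correctly was 80.3% by the discriminant (the paper's is 78%) and 70.5% by 3 nearest neighbours. The paper's text gives 83% for k-means clustering, while its methods describe 3 nearest neighbours and give no share for it. If the 83% belongs to 3 nearest neighbours, the order of both methods is the opposite.

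The paper names distance to CENs among the variables that differ between CLRs and LCNCRs, and its permutation p was 0.113 here, with a shorter mean distance for CLRs. The paper states that CEN-distal CLRs have lower Ndc80 occupancy. The log2 difference was -0.11 with an exact permutation p of 0.393, and 0.17 with the authors' PeakSeq ratio. The paper shows CEN5 among the centromeres with a broader signal, and its width changed by -30 bp here. The paper places CLRs in longer intergenic regions than its comparison. Here their mean was 1359 bp against 1110 bp for LCNCRs (permutation test, p = 0.268). Their median was 841 bp against 1038 bp (permutation test, p = 0.464), in the other direction. The paper gives an upper bound of 2% for the share of non-centromeric Cse4 sites bound by all 4 proteins. The share here was 2.71%, within 1.5 times of the bound, and it was under the bound without replicate 1 and without replicate 2. It counts every locus of the overlap made here, with LCNCRs and loci outside Table 1. The paper does not state which loci its share counts, so the sets may differ.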

Other observations

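The tests on q-values of 0, on CLR22 and CLR23 and on the whole of the SCM3 correlation were chosen after the results were seen, and so were the use of 20 thinnings and the separate reading of the depth test for each protein.

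A deposited q of exactly 0 stood beside ratios near 1 in several lists, down to 1.00 for Ndc10 in Cse4 OP. Computed in double precision, the binomial terms leave the range of numbers once reads and control reads are many. This limit predicts a q of 0 for 886 regions, which are the 886 regions listed at 0, and for none of the other 17139. The values are in line with an overflow in the computation of the tail. Sites that rest only on such regions for Ndc80 were 33 of 38 LCNCRs and 2 of 23 CLRs.

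Fewer reads in the WT libraries may explain why proteins pass at CLRs only in Cse4 OP. For Ndc10 thinning left a mean of 16.2 of 23 CLRs, which argues against depth as the whole cause at these sites. They were chosen by calls in the same Cse4 OP libraries, which favours passing there. How much of the difference depth explains was therefore not determined. For Ndc80 1.35 were left, with 0 in the lowest thinning, as in WT, so that depth could account for the difference between the strains in calls. For Mif2 3.50 were left, with at least 2 in each thinning, and depth cannot be told apart from a difference in binding. The numbers of reads themselves rose at the CLRs in edgeR's test, as given at the claim, and a biological difference stays open for each protein. A difference in the yield of the immunoprecipitates was not tested. The paper's ChIP-qPCR at CLRs, given at the claim, does not depend on sequencing depth.

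Untagged anti-Myc control reads at CLRs were fewer in Cse4 OP than in WT. A candidate explanation is that CLRs were chosen by ratios over this control. The anti-HA control, the denominator for Cse4 and not for the Myc-tagged proteins, fell by 0.17 on the log2 scale and the anti-Myc control by 0.46. As CLRs were also chosen by Cse4 ratios over the anti-HA control, a choice by ratio would lower both, and it cannot be told apart from other differences between the controls. A difference between cultures at all sites that attract Cse4 is argued against by the other 1703 Cse4 sites, where the median fell by 0.15. A share of 0.00031 of random sets of 23 such sites had a median as low as the CLRs. Whatever the cause, the lower control enters the rise in enrichment from WT to Cse4 OP at CLRs.

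Ndc10 reads at CLR22 and CLR23, both near chromosome ends, were lower in Cse4 OP than in WT (log2 fold changes of -1.59 and -1.86 in edgeR). The untagged control changed by -2.57 and -2.85. Copies of these chromosome ends that differ between the strains may explain this. In WT, Mif2 and Ndc80 reads at CLR22 were at 76.6 and 86.9 RPM, near the 81.4 and 87.4 RPM of Cse4 OP, while the untagged control was at 302.0 and Ndc10 at 253.3 RPM. Extra copies would then be in the untagged strain and the Ndc10 strain of WT. All WT cultures had the same carbon source, which would not part them. As the tagged Cse4 OP libraries are divided by a lower control than those of WT, the enrichment at these CLRs depends on it.

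The Pol II and Cse4 ranks correlated while reads over control did not in the same direction. Ranks by excess reads depend on the length and control coverage of regions, and given these the rank correlation was 0.15 (60% of its value; permutation test, p = 0.00021). Given the lengths alone it was 0.118 (47.4%; permutation test, p = 0.00417). Both stay past 0.05, which argues against length and control coverage as the whole cause, and a large part of the correlation may still follow the length of regions. The control coverage of the Pol II regions is that of their deposited background reads, which follow the Sono-Seq library.

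The shared anti-HA control could raise the correlation of Cse4 enrichment with and without SCM3. Libraries drawn without change over a shared control gave a mean rho of 0.53. The draws assume counting noise alone, so the part of the control in the observed 0.84 cannot be told apart. Reads that were not divided by the control correlated at 0.786 given the control reads and the length of the site (permutation test, p = 1e-05), which argues against the control as the whole of the correlation.

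The length of the site told CLRs from LCNCRs as well as the 12 variables did. LCNCRs may overlap ORFs more because they are longer. Among sites of at most 1000 bp (22 CLRs and 15 LCNCRs) the difference in ORF overlap was -33.5 percentage points (permutation test, p = 0.00376), against -45.1 over all sites, so length does not account for all of it. The choice of LCNCRs by their overlap with highly occupied ORFs stays open as a source of the difference.

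No read of the Cse4 OP libraries with SCM3, and 1 read of those without it, fell on chromosome 9 from 324443 to 324956 (514 bp), which was covered in WT. In the bins from 321001 to 325000 of that chromosome, the anti-Myc control of Cse4 OP was at most 0.00263 times that of WT.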
